# KDM2 proteins constrain transcription from CpG island gene promoters independently of their histone demethylase activity

**DOI:** 10.1093/nar/gkz607

**Published:** 2019-07-31

**Authors:** Anne H Turberfield, Takashi Kondo, Manabu Nakayama, Yoko Koseki, Hamish W King, Haruhiko Koseki, Robert J Klose

## Abstract

CpG islands (CGIs) are associated with the majority of mammalian gene promoters and function to recruit chromatin modifying enzymes. It has therefore been proposed that CGIs regulate gene expression through chromatin-based mechanisms, however in most cases this has not been directly tested. Here, we reveal that the histone H3 lysine 36 (H3K36) demethylase activity of the CGI-binding KDM2 proteins contributes only modestly to the H3K36me2-depleted state at CGI-associated gene promoters and is dispensable for normal gene expression. Instead, we discover that KDM2 proteins play a widespread and demethylase-independent role in constraining gene expression from CGI-associated gene promoters. We further show that KDM2 proteins shape RNA Polymerase II occupancy but not chromatin accessibility at CGI-associated promoters. Together this reveals a demethylase-independent role for KDM2 proteins in transcriptional repression and uncovers a new function for CGIs in constraining gene expression.

## INTRODUCTION

The functionality of complex multicellular organisms is underpinned by the creation of diverse cell types from a common genetic DNA blueprint. This is achieved during development by cells acquiring and maintaining cell type-specific gene expression programmes. At the most basic level, this relies on the control of RNA polymerase II (RNAPII)-mediated transcription by transcription factors (1). However, it has also become clear that chromatin structure and its chemical modification can profoundly affect how transcription initiates from promoters and how gene expression is controlled (2,3).

One such chemical modification of chromatin occurs on DNA where a methyl group is added to the five position of each cytosine in the context of CpG dinucleotides. CpG methylation is pervasive in mammalian genomes and is generally associated with transcriptional repression, particularly of repetitive and parasitic DNA elements (4,5). However, short CpG-rich regions of the genome, called CpG islands (CGIs), remain free of DNA methylation and are associated with the majority of mammalian gene promoters (6,7). CGIs have been proposed to regulate gene expression (8,9) through a family of ZF-CxxC DNA binding domain-containing proteins that recognize non-methylated DNA and occupy CGIs (10–13). Interestingly, most ZF-CxxC domain-containing proteins possess histone modifying activities or are part of large chromatin modifying complexes, suggesting that these factors regulate gene expression through chromatin (14). However, in most cases the contribution of chromatin-based mechanisms to CGI-dependent gene regulation remains untested.

The ZF-CxxC domain-containing protein lysine-specific demethylase 2A (KDM2A) and its paralogue KDM2B bind to CGIs (12,15–17). KDM2 proteins encode a JmjC domain that catalyses the removal of H3K36 mono- and di- methylation (H3K36me1/2) (18–22). H3K36me1/2 are broadly distributed throughout the mammalian genome (23–25) and H3K36me2 has been proposed to counteract transcription initiation. For example, in yeast H3K36me2 inhibits inappropriate initiation of transcription from cryptic promoters in genes (26–30), and this function may also be conserved in mammals (31,32). Given the seemingly widespread and indiscriminate deposition of H3K36me1/2 in mammalian genomes and its association with transcriptional repression, the discovery that KDM2 proteins localize specifically to CGIs has led to the suggestion that the removal of H3K36me2 at these sites may contribute to a widespread and transcriptionally permissive chromatin state at gene promoters (8,9). Depletion of KDM2A was shown to cause an increase in H3K36me2 at a number of CGI-associated gene promoters, suggesting that KDM2A plays an active role in H3K36me2 removal (12). However, the histone demethylase activity of KDM2 proteins has also been linked to gene repression, including of genes that have roles in cell proliferation, differentiation and senescence (19,33–37). Therefore, the role that KDM2 proteins play in regulating H3K36me1/2 and the effect that this has on CGI-associated gene transcription remain unclear.

KDM2 proteins may also regulate transcription through mechanisms that do not rely on their demethylase activity. KDM2A has been implicated in the formation of pericentromeric heterochromatin (38), whilst KDM2B physically associates with polycomb repressive complex 1 (PRC1) and is required for the formation of repressive polycomb chromatin domains at a subset of CGI-associated gene promoters (15–17,22,39–41). The possibility that KDM2 proteins have demethylase-independent activity is supported by the observation that the *Kdm2a* and *Kdm2b* genes encode internal transcription start sites (TSS) downstream of their JmjC domain. Transcription initiating from these alternative promoters gives rise to short forms of KDM2A and KDM2B (KDM2A/B-SF, Figure 1A) that lack the JmjC domain and therefore cannot act as histone demethylases (14,37). Importantly, however, they retain their ZF-CxxC domain and CGI binding activity. The function of KDM2A/B-SF proteins remains poorly defined, but there is evidence that the KDM2B-SF is sufficient to recruit PRC1 to chromatin (39). Following the depletion of either KDM2A or KDM2B, alterations in gene expression have been reported (12,15,17,39,42). However, whether these two closely related paralogues function cooperatively to regulate gene expression is unknown and, like many chromatin modifying enzymes, it remains largely untested whether they rely on their enzymatic activity for gene regulation. Perhaps more fundamentally, whether the KDM2 proteins function primarily to potentiate or repress gene transcription has not been examined at the genome-scale and remains a major conceptual barrier in understanding how CGIs, which are associated with most vertebrate gene promoters, control gene transcription and expression.

**Figure 1.**
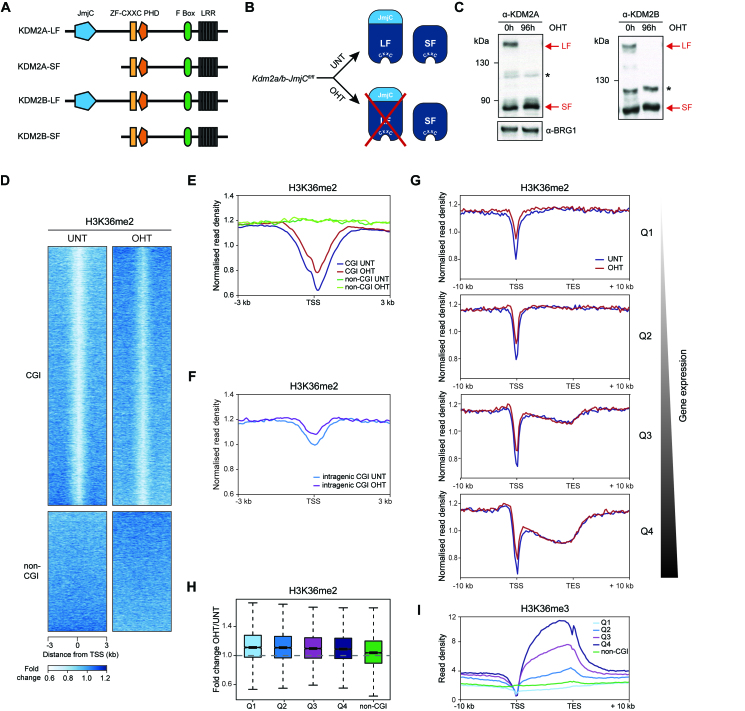
KDM2 proteins contribute modestly to the H3K36me2-depleted state at CGI-associated gene promoters. (**A**) A schematic illustrating protein domain architecture for KDM2A/B long (LF) and short forms (SF). (**B**) A schematic of the *Kdm2a/b-JmjC^fl/fl^* system in which addition of tamoxifen (OHT) leads to removal of KDM2 long forms. (**C**) Western blot analysis for KDM2A and KDM2B in K*dm2a/b-JmjC^fl/fl^* mESCs before (UNT) and after 96 h of tamoxifen (OHT) treatment. BRG1 is shown as a loading control for both blots. Asterisks indicate non-specific bands. (**D**) Heatmaps of H3K36me2 enrichment (ChIP-seq) in K*dm2a/b-JmjC^fl/fl^* mESCs before (UNT) and after addition of tamoxifen (OHT), for CGI-associated (*n* = 14106) and non-CGI-associated (*n* = 6527) gene promoters. H3K36me2 signal was normalized to H3 ChIP-seq to control for any alterations in nucleosome density. (**E**) A metaplot of normalized H3K36me2 ChIP-seq signal at CGI-associated or non-CGI-associated gene promoters in K*dm2a/b-JmjC^fl/fl^* mESCs, before (UNT) and after tamoxifen treatment (OHT). (**F**) A metaplot of normalized H3K36me2 ChIP-seq signal at intragenic CGIs in K*dm2a/b-JmjC^fl/fl^* mESCs, before (UNT) and after tamoxifen treatment (OHT). (**G**) Metaplots showing normalized H3K36me2 ChIP-seq signal throughout the gene body before (UNT) and after tamoxifen treatment (OHT), for CGI-associated genes separated into quartiles according to their expression level in K*dm2a/b-JmjC^fl/fl^* mESCs (Q1 < Q2 < Q3 < Q4). Genes were scaled to the same length and aligned at their TSS and TES. (**H**) A boxplot showing fold change in normalized H3K36me2 ChIP-seq signal following tamoxifen treatment, for the CGI-associated gene quartiles shown in (G) and for non-CGI-associated genes. (**I**) A metaplot showing H3K36me3 enrichment throughout the gene body for the gene sets shown in (G) (62).

To address these fundamental questions, here we have exploited systematic conditional genetic ablation strategies and detailed genome-wide analysis to dissect how KDM2 proteins regulate H3K36me2 and gene expression in mouse embryonic stem cells (mESCs). We discover that KDM2 proteins contribute only modestly to the H3K36me2-depleted state at CGI-associated gene promoters and the demethylase activity of KDM2 proteins is largely dispensable for normal gene expression. In contrast, surgical removal of the KDM2 ZF-CxxC domains, which liberates KDM2 proteins from CGIs, revealed a widespread increase in gene expression. This was not limited to the function of KDM2B in polycomb-mediated gene repression, but instead occurred broadly across CGI-associated genes, revealing an unexpectedly widespread role for KDM2 proteins in constraining gene expression. KDM2B plays the predominant role in gene repression, whilst KDM2A appears to cooperate with KDM2B to counteract expression at a subset of genes. KDM2-dependent effects on gene expression do not manifest through altered DNA accessibility at CGIs, but instead appear to regulate RNAPII occupancy at gene promoters. Therefore, we define a new demethylase-independent role for KDM2A/B in transcriptional repression, uncovering a new logic whereby CGIs appear, unexpectedly, to constrain gene expression.

## MATERIALS AND METHODS

### Cell culture

Mouse embryonic stem cells (mESCs) were cultured on gelatine-coated dishes at 37°C and 5% CO_2_, in Dulbecco's modified Eagle's medium (DMEM) (Life Technologies) supplemented with 15% fetal bovine serum (Labtech), 2mM L-glutamine (Life Technologies), 0.5 mM beta-mercaptoethanol (Life Technologies), 1× non-essential amino acids (Life Technologies), 1x penicillin-streptomycin (Life Technologies) and 10 ng/ml leukemia-inhibitory factor. Conditional mESC lines were treated with 800 nM 4-hydroxytamoxifen (Sigma) for 96 h to induce KDM2-LFs knockout (*Kdm2a/b-JmjC^fl/fl^*) or ZF-CxxC domain deletion (*Kdm2a/b-CXXC^fl/fl^, Kdm2a-CXXC^fl/fl^, Kdm2b-CXXC^fl/fl^*). For embryoid body differentiation, 10^6^ mESCs were plated on non-adhesive 10 cm dishes in EC-10 medium and cultured for the indicated number of days.

Human HEK293T cells used for KDM2A/B and RNAPII cChIP-seq were grown at 37°C and 5% CO_2_ in DMEM supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 0.5 mM beta-mercaptoethanol and 1× penicillin-streptomycin. *Drosophila melanogaster* S2 (SG4) cells used for cnRNA-seq were grown adhesively at 25°C in Schneider's Drosophila Medium (Life Technologies), supplemented with 1× penicillin-streptomycin and 10% heat-inactivated fetal bovine serum.

### Generation of the *Kdm2a/b-JmjC^fl/fl^* mESC line

To generate the *Kdm2a/b-JmjC^fl/fl^* mESC line, a loxP site was inserted upstream of the critical JmjC domain-encoding exon(s) in the *Kdm2a* and *Kdm2b* genes (exon 8 for *Kdm2a*, and exons 7–8 for *Kdm2b*), and FRT flanked PGK-neo and a second loxP site were inserted downstream of the critical exon(s). Targeting vectors were generated from bacterial artificial chromosomes containing the target mouse genomic regions using the Double Red recombination method, as previously described (43). Linearized targeting vectors were introduced into M1 mESCs by electroporation (GenePulser, Bio-Rad). mESC colonies were isolated and expanded, and the genomic DNA of each clone was purified. Homozygous loxP targeting was verified by sequencing of the genomic region surrounding the loxP sites. Targeted mESCs were injected into mouse blastocysts to generate chimeric mice. The *Kdm2a/b-JmjC^fl/fl^* line was generated by removal of the PGK-neo marker gene by mating the targeted mice with mice expressing FLP recombinase. These *Kdm2a/b-JmjC^fl/fl^* mice were further mated with mice harboring the ROSA26-CreErt2 locus to generate *Kdm2a/b-JmjC^fl/fl^:ROSA26-CreErt2^+/−^* mice, from which the *Kdm2a/b-JmjC^fl/fl^* mESCs used in this study were derived.

### Generation of *Kdm2a-CXXC^fl/fl^* and *Kdm2a/b-CXXC^fl/fl^* mESC lines

Conditional *Kdm2a-CXXC^fl/fl^* and *Kdm2a/b-CXXC^fl/fl^* mESC lines were generated by using CRISPR-mediated genome editing to insert parallel loxP sites flanking exon 14 of the *Kdm2a* gene in *Rosa26::CreERT2* or *Kdm2b-CXXC^fl/fl^* mESCs, respectively (39). Targeting constructs encoding the loxP sequence flanked by 150 bp homology arms and carrying a mutated PAM sequence to prevent retargeting by the Cas9 enzyme were purchased from GeneArt (ThermoFisher). The pSpCas9(BB)-2A-Puro(PX459)-V2.0 vector was obtained from Addgene (#62988). sgRNAs were designed using the CRISPOR online tool (http://crispor.tefor.net/crispor.py) and were cloned into the vector as previously described (44). First, the upstream loxP site was targeted. *Rosa26::CreERT2* or *Kdm2b-CXXC^fl/fl^* mESCs were transiently co-transfected with 1 μg of Cas9-sgRNA plasmid and 3.5 μg of targeting construct using Lipofectamine 3000 (ThermoFisher). The day after transfection, cells were passaged at a range of densities and subjected to puromycin selection (1 μg/ml) for 48 h. Individual clones were isolated and screened by polymerase chain reaction (PCR). A correctly targeted homozygous clone was then used to target the downstream loxP site using the same transfection protocol and screening strategy. Correct loxP targeting was verified by sequencing of the genomic region surround the loxP sites, and clones were analysed by both RT-qPCR and western blot to confirm loss of the ZF-CxxC domain in response to tamoxifen treatment.

### Protein extracts and immunoblotting

For nuclear extraction, mESCs were washed with phosphate-buffered saline (PBS) then resuspended in 10 volumes of Buffer A (10 mM Hepes pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DL-dithiothreitol (DTT), 0.5 mM phenylmethylsulfonyl fluoride (PMSF) and 1× PIC (Roche)) and incubated on ice for 10 min. Cells were recovered by centrifugation at 1500 *g* for 5 min, resuspended in three volumes of Buffer A supplemented with 0.1% NP-40 and incubated on ice for 10 min. The released nuclei were recovered by centrifugation at 1500 *g* for 5 min and resuspended in 1 pellet volume of Buffer B (5 mM Hepes pH 7.9, 26% glycerol, 400 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM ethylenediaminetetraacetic acid (EDTA), 0.5 mM DTT and 1× PIC). After 1 h of rotation at 4°C, the suspension was pelleted at 16 000 *g* for 20 min and the supernatant taken as nuclear extract.

For histone extraction, mESCs were washed with RSB (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 20 mM NEM), then resuspended in RSB buffer supplemented with 0.5% NP-40 and incubated on ice for 10 min to allow cell lysis. Following centrifugation at 500 *g* for 5 min, the nuclear pellet was incubated in 2.5 mM MgCl_2_, 0.4M HCl and 20 mM NEM on ice for 20 min. After centrifugation at 16 000 *g* for 20 min, histones were precipitated from the supernatant on ice with 25% TCA for 30 min. Histones were recovered by centrifugation at 16 000 *g* for 15 min, and the pellet was washed twice in acetone. The histone pellet was resuspended in 1× sodium dodecyl sulphate (SDS) loading buffer and boiled at 95°C for 5 min. Any insoluble precipitate was pelleted by centrifugation at 16 000 *g* for 15 min and the soluble fraction retained as histone extract. Histone concentrations were compared by Coomassie Blue staining following SDS-polyacrylamide gel electrophoresis. Semi-quantitative western blot analysis of histone extracts was performed using LiCOR IRDye^®^ secondary antibodies and the LiCOR Odyssey Fc system. To measure changes in H3K36 methylation, the signal relative to histone H4 was determined.

### Antibodies

The following antibodies were used in this study: anti-KDM2A (12), anti-KDM2B (15), anti-BRG1 (EPNCIR111A, Abcam), anti-H3, anti-H3K36me1, anti-H3K36me2 (12), anti-H3K36me3, anti-H4 (L64C1, Cell Signalling), anti-H2AK119ub1 (D27C4, Cell Signalling), anti-H3K27me3 (45), anti-Rbp1-NTD (D8L4Y, Cell Signalling), anti-Rbp1-CTD-Ser5P (D9N5I, Cell Signalling), anti-Rbp1-CTD-Ser2P (E1Z3G, Cell Signalling). Anti-H3 and anti-H3K36me antibodies were prepared in-house by rabbit immunization with synthetic peptides (PTU/BS Scottish National Blood Transfusion Service) and antibodies were purified on peptide affinity columns.

### Preparation of chromatin

For histone H3 and H3K36me2 ChIP, 1 × 10^7^ mESCs were crosslinked for 10 min in 1% formaldehyde. Reactions were quenched by addition of 125 mM glycine. The released nuclei were washed twice in PBS, then resuspended in lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8.1 and 1 × PIC) and incubated on ice for 30 min.

For KDM2A/B ChIP, 5 × 10^7^ mESCs were resuspended in PBS and mixed with 2 × 10^6^ HEK293T cells. Cells were crosslinked in 2 mM disuccinimidyl glutarate (Thermo Scientific) for 45 min at 25°C with gentle rotation, then in 1% formaldehyde for 12.5 min (methanol-free, Life Technologies). Reactions were quenched by addition of 125 mM glycine, and crosslinked cells were resuspended in lysis buffer (50 mM HEPES-KOH pH 7.9, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% TritonX-100 and 1× PIC) and rotated for 10 min at 4°C. The released nuclei were washed (10 mM Tris–HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA and 1× PIC) for 5 min at 4°C, and the nuclear pellet resuspended in 1 ml sonication buffer (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-lauroylsarcosine and 1× PIC).

For RNAPII ChIP, 5 × 10^7^ mESCs were resuspended in PBS and mixed with 4 × 10^6^ HEK293T cells. Cells were crosslinked for 10 min in 1% formaldehyde. Reactions were quenched by addition of 150 mM glycine and the crosslinked cells resuspended in FA-lysis buffer for 10 min (50 mM HEPES pH 7.9, 150 mM NaCl, 2 mM EDTA, 0.5 mM EGTA, 0.5% NP40, 0.1% sodium deoxycholate, 0.1% SDS, 10 mM NaF, 1 mM AEBSF, 1×PIC).

Chromatin was sonicated using a BioRuptor Pico sonicator (Diagenode), shearing genomic DNA to ∼0.5 kb. Sonicated chromatin was diluted 10-fold in ChIP dilution buffer (1% TritonX-100, 1 mM EDTA, 20 mM Tris–HCl pH 8, 150 mM NaCl and 1× PIC) for H3, H3K36me2 or KDM2A/B ChIP, or in FA-lysis buffer for RNAPII ChIP.

For H2AK119ub1 and H3K27me3 ChIP, native chromatin was prepared as previously described (46).

### Chromatin immunoprecipitation and sequencing

For fixed ChIP, chromatin was pre-cleared for 1 h with either protein A agarose beads (Repligen, for H3, H3K36me2 or RNAPII ChIP) or protein A magnetic Dynabeads (Invitrogen, for KDM2A/B ChIP) blocked with 1 mg/ml bovine serum albumin (BSA) and 1 mg/ml yeast tRNA. For each ChIP reaction, 150 μg chromatin (KDM2A/B), 300 μg chromatin (RNAPII) or chromatin corresponding to 1 × 10^5^ cells (H3 or H3K36me2 ChIP) was incubated overnight with the appropriate antibody: anti-H3 (15 μl), anti-H3K36me2 (15 μl), anti-KDM2A (1.2 μl), anti-KDM2B (1 μl), anti-Rbp1-NTD (15 μl), anti-Rbp1-CTD-Ser5P (12.5 μl), anti-Rbp1-CTD-Ser2P (12.5 μl).

Antibody-bound chromatin was isolated using blocked protein A agarose (H3, H3K63me2 or RNAPII ChIP) or magnetic beads (KDM2A/B ChIP) for 2 h at 4°C. For H3, H3K36me2 or KDM2A/B ChIP, washes were performed with low salt buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris–HCl pH 8, 150 mM NaCl), high salt buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 20 mM Tris–HCl pH 8, 500 mM NaCl), LiCl buffer (250 mM LiCl, 1% NP40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris–HCl pH 8) and two washes with TE buffer (10 mM Tris–HCl pH 8, 1 mM EDTA). For RNAPII ChIP, washes were performed with FA-Lysis buffer, FA-Lysis buffer containing 500 mM NaCl, DOC buffer (250 mM LiCl, 0.5% NP40, 0.5% sodium deoxycholate, 2 mM EDTA, 10 mM Tris–HCl pH 8) and two washes with TE buffer. ChIP DNA was eluted in elution buffer (1% SDS, 100 mM NaHCO_3_) and crosslinks reversed overnight at 65°C with 200 mM NaCl and 2 μl RNase A (Sigma). A matched input sample (corresponding to 10% of original ChIP reaction) was treated identically. The following day, samples were treated with 20 μg/ml Proteinase K (Sigma) for 2 h at 45°C and purified using the ChIP DNA Clean and Concentrator Kit (Zymo Research).

For H2AK119ub1 or H3K27me3 ChIP, S1/S2 nucleosomes were diluted 10-fold in native ChIP incubation buffer (70 mM NaCl, 10 mM Tris–HCl pH 7.5, 2 mM MgCl_2_, 2 mM EDTA, 0.1% TritonX-100, 10 mM NEM, 1× PIC). For each ChIP reaction, 1 ml of diluted nucleosomes was incubated overnight at 4°C with 5 μl of anti-H2AK119ub1 or anti-H3K27me3 antibody. Antibody-bound nucleosomes were isolated by incubation for 1 h at 4°C with protein A agarose beads, which were pre-blocked overnight in native ChIP incubation buffer supplemented with 1 mg/ml BSA and 1 mg/ml yeast tRNA. The beads were then washed four times with native wash buffer (20 mM Tris–HCl pH 7.5, 2 mM EDTA, 125 mM NaCl, 0.1% TritonX-100) and once with TE buffer. ChIP DNA was eluted using 100 μl of elution buffer (1% SDS, 0.1 M NaHCO_3_), then purified using the ChIP DNA Clean and Concentrator Kit (Zymo Research). DNA from a matched input sample (corresponding to 10% of original ChIP reaction) was also purified.

ChIP-seq libraries for both ChIP and input samples were prepared using the NEBNext Ultra DNA Library Prep Kit for Illumina (NEB), following the manufacturer's guidelines and using NEBNext Multiplex Oligos. The average size and concentration of libraries were determined using the 2100 Bioanalyzer High Sensitivity DNA Kit (Agilent) and qPCR with SensiMix SYBR (Bioline) and KAPA Illumina DNA standards (Roche). Libraries were sequenced using the Illumina NextSeq 500 platform in biological triplicate or quadruplicate with 40 bp paired-end reads.

### Calibrated nuclear RNA-sequencing and ATAC-sequencing (cnRNA-seq and cATAC-seq)

To isolate nuclei for cnRNA-seq and cATAC-seq, 1 × 10^7^ mESCs were mixed with 2.5 × 10^6^*Drosophila* SG4 cells in PBS. Cells were lysed in 1 ml HS lysis buffer (0.05% NP40, 50 mM KCl, 10 mM MgSO_4_.7H_2_0, 5 mM HEPES, 1 mM PMSF, 3 mM DTT, 1× PIC). Nuclei were recovered by centrifugation at 1000 *g* for 5 min and washed three times in 1 ml resuspension buffer (10 mM NaCl, 10 mM Tris–HCl pH 7.4, 3 mM MgCl_2_). Nuclear integrity was assessed using 0.4% trypan blue staining (ThermoFisher).

Nuclear RNA was prepared from 4 × 10^6^ nuclei using TRIzol reagent according to the manufacturer's protocol (Invitrogen), then treated with the TURBO DNA-free kit (ThermoFisher). nRNA quality was assessed using the 2100 Bioanalyzer RNA 6000 Pico kit (Agilent), then nRNA was depleted of rRNA using the NEBNext rRNA depletion kit and the depletion efficiency evaluated using the Bioanlayzer RNA 6000 Pico kit. RNA-seq libraries were prepared using the NEBNext Ultra Directional RNA-seq kit, and library size and concentration was determined as described for ChIP libraries. Libraries were sequenced using the Illumina NextSeq 500 platform in biological triplicate or quadruplicate using 80 bp paired-end reads.

Chromatin accessibility was assayed using an adaptation of the assay for transposase accessible-chromatin (ATAC)-seq (47) as previously described (48), using 5 × 10^5^ nuclei from the same preparation used for the purification of nuclear RNA. Genomic DNA was also purified from an aliquot of the same preparation of nuclei by phenol-chloroform extraction and tagmented with Tn5, to control for sequence bias of the Tn5 transposase and to determine the exact mouse/fly mixing ratio for each individual sample.

ATAC-seq and input gDNA libraries were prepared by PCR amplification using custom-made Illumina barcodes (47) and the NEBNext High-Fidelity 2X PCR Master Mix. Libraries were purified with two rounds of Agencourt AMPure XP bead cleanup (Agencourt, 1.5× bead:sample ratio). Library size and concentration were determined as described for ChIP libraries. Libraries were sequenced using the Illumina NextSeq 500 platform in biological triplicate or quadruplicate using 80 bp paired-end reads.

### Droplet digital PCR

For droplet digital PCR (ddPCR), total RNA was prepared from 10^6^ mESCs using the RNeasy mini plus kit including gDNA eliminator columns (QIAGEN). RPT low retention tips (Starlab) were used throughout the ddPCR protocol to increase pipetting accuracy. Purified RNA was eluted in 30 μl elution buffer, 7 μl was diluted with 8 μl water and 4 μl of this dilution was reverse transcribed using the imProm-II system with random hexamer primers and RNasin ribonuclease inhibitor (Promega). The generated cDNA was diluted with 300 μl nuclease-free water. ddPCR primers were designed using Primer 3 Plus (49) with BioRad recommended settings: 3.8 mM divalent cations, 0.8 mM dNTPs, 80–120 bp product, 60–61°C melting temperature. Their efficiency was tested using a serial dilution curve of cDNA by standard SYBR qPCR. ddPCR reactions were prepared in 96-well PCR plates, and contained 12.5 μl 2× QX200 ddPCR EvaGreen Supermix (BioRad), 0.32 μl each of forward and reverse primers (10 μM), 7 μl diluted cDNA and 4.86 μl nuclease-free water. This 25 μl reaction was mixed by pipetting, then 22 μl was transferred to a semi-skirted 96-well PCR plate (Eppendorf) and used for droplet generation with an AutoDG droplet generator (BioRad). Droplets were collected in a semi-skirted PCR plate, which was then sealed using a PX1 PCR plate sealer (BioRad). PCR was performed using a C1000 Touch thermal cycler (BioRad) with a 2°C/s ramp rate: 5 min at 95°C followed by 40 cycles of denaturation at 95°C for 30 s and annealing/extension at 60°C for 60 s, then signal stabilization at 4°C for 5 min followed by 90°C for 5 min. Droplets were sorted into PCR-positive and PCR-negative fractions according to their fluorescence using the QX200 droplet reader (BioRad). QuantaLife software (BioRad) was used to calculate the absolute concentration of template cDNA in the ddPCR reaction.

### Data processing and normalization of massively parallel sequencing

For cATAC-seq and KDM2A, KDM2B and RNAPII cChIP-seq (including sequencing of input gDNA), reads were aligned to concatenated mouse and spike-in genomes (mm10+dm6 or mm10+hg19) using Bowtie 2 with the ‘– no-mixed’ and ‘– no-discordant’ options (50). For histone ChIP-seq, reads were aligned to the mouse mm10 genome as above. Reads that were mapped more than once were discarded, and PCR duplicates were removed using SAMTools (51). For cATAC-seq, reads that mapped to a custom ‘blacklist’ of genomic regions with artificially high counts, including mitochondrial DNA sequences, were also discarded.

For cnRNA-seq, reads were first aligned using Bowtie 2 (with ‘–very-fast’, ‘–no-mixed’ and ‘–no-discordant’ options) to the concatenated mm10 and dm6 rRNA genomic sequence (GenBank: BK000964.3 and M21017.1) to filter out reads mapping to rRNA. All unmapped reads were aligned to the concatenated mm10+dm6 genome using STAR (52). To improve mapping of intronic sequences, reads that failed to map using STAR were aligned using Bowtie 2, with ‘–sensitive-local’, ‘–no-mixed’ and ‘–no-discordant’ options. PCR duplicates were removed using SAMtools (51).

To internally calibrate cnRNA-seq, cATAC-seq and cChIP-seq experiments we spiked a fixed number of control cells into each sample (*Drosophila* SG4 cells for cnRNA-seq and cATAC-seq, human HEK293T cells for KDM2A/B and RNAPII cChIP-seq). This spike-in genome was then used to quantitatively compare the gene expression, chromatin accessibility or ChIP-seq profiles between experimental conditions. For visualization of cATAC-seq and cChIP-seq data, mm10 reads were randomly subsampled by a factor that reflects the total number of spike-in reads in the same sample, as previously described (53–55). To account for any variation in the exact spike-in cell: mESC mixing ratio between biological replicates, the subsampling factors were additionally corrected according to the ratio of dm6 (or hg19)/mm10 total read counts in the matched input sample. For visualization of cnRNA-seq data, mm10 reads were randomly subsampled by *Drosophila* normalized size factors calculated using DESeq2 (see below). Histone ChIP-seq libraries were randomly downsampled to achieve the same total number of reads for each individual replicate using SAMtools (51).

### Read count quantitation and analysis

To compare replicates, read coverage across regions of interest (gene bodies for cnRNA-seq and ChIP-seq, gene promoters for cATAC-seq) was analysed using deepTools multiBamSummary and plotCorrelation functions (56). For each condition, biological replicates correlated well with each other (Pearson correlation coefficient > 0.95) and were merged for downstream applications.

Genome coverage tracks were generated using the pileup function from MACS2 (57) for ChIP-seq and ATAC-seq and genomeCoverageBed from BEDtools (58) for cnRNA-seq and visualized using the UCSC genome browser (59). Differential bigwig tracks of H3K36me2 normalized to H3 or of RNAPII signal in tamoxifen-treated versus –untreated cells were generated from merged bigwig files using the deepTools bigwigCompare function with ‘–operation ratio’ setting (56). Metaplot and heatmap analyses of read density were performed using the computeMatrix, plotProfile and plotHeatmap deepTools functions (v3.0.1). For ChIP-seq, intervals of interest were annotated with normalized read counts from merged replicates with a custom Perl script using SAMtools, or from differential bigwig files using deepTools computeMatrix with the ‘–outFileNameMatrix’ option. Correlation analyses were performed in R using Spearman correlation and visualized with scatterplots coloured by density using ‘stat_density2d’.

### Differential ATAC-seq and gene expression analyses

DESeq2 (60) was used with a custom R script to identify significant changes in chromatin accessibility or gene expression. In order to calibrate to the spike-in genome, *Drosophila* reads were first pre-normalized according to the exact dm6/mm10 spike-in ratio derived from the matched input gDNA sample. *Drosophila* read counts were then generated for a set of unique dm6 refGene genes and used to calculate DESeq2 size factors. These size factors were supplied for DESeq2 normalization of raw mm10 read counts for a custom non-redundant mm10 gene set of 20633 genes. P-adj < 0.05 and fold change > 1.4 thresholds were used to determine significant changes. Log2 fold changes were visualized using MA-plots generated with ggplot2.

### Gene annotation

Non-redundant mouse genes (*n* = 20633) were classified into non-CGI, PRC and non-PRC categories based on the presence of a non-methylated CGI and RING1B and SUZ12 binding at their promoters. Gene Ontology analysis was performed using DAVID (61). The BP FAT setting and an FDR < 0.1 cut-off were used, and the complete non-redundant mm10 gene set was used as a background.

### Accession numbers

The following previously published datasets were used for analysis: H3K36me3 ChIP-seq (GSE34520) (62), BioCAP (GSE43512) (63), *Pcgf1^fl/fl^* cnRNA-seq, RING1B ChIP-seq and SUZ12 ChIP-seq (GSE119620) (46).

## RESULTS

### KDM2 proteins contribute modestly to the H3K36me2-depleted state at CGI-associated gene promoters

KDM2A and KDM2B both catalyse H3K36me2 demethylation via their JmjC domain (19,20) and localize to CGIs via their ZF-CxxC domain (Figure 1A) (12,15–17). However, whether KDM2 proteins regulate H3K36me2 at CGI-associated gene promoters throughout the genome has not been examined. Therefore, we generated a mESC system in which loxP sites were inserted into the *Kdm2a* and *Kdm2b* genes flanking exons that encode the JmjC domain (*Kdm2a/b-JmjC^fl/fl^*, Supplementary Figure S1A) and which also expresses a tamoxifen-inducible form of CRE recombinase. Addition of tamoxifen triggers deletion of the JmjC domain-containing exons, removing the long forms of KDM2A and KDM2B (KDM2-LFs) and their associated demethylase activity (Figure 1B and C; Supplementary Figure S1B). Importantly, KDM2-SFs, which are expressed from downstream promoters (Supplementary Figure S1A), were unaffected by removal of the KDM2-LFs (Figure 1 B and C). We first investigated the contribution of KDM2-LFs to global H3K36 methylation levels by western blot, and observed only minor changes following removal of KDM2-LFs (Supplementary Figure S1C and D). Next, we examined the genome-wide distribution of H3K36me2 using chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-seq). This confirmed a local depletion of H3K36me2 at CGI-associated gene promoters (Figure 1D and E; Supplementary Figure S1E) (8,9,12). H3K36me2 depletion was not detected at non-CGI gene promoters, demonstrating that this is a CGI-associated chromatin feature. Following removal of the KDM2-LFs by tamoxifen treatment, there was a modest increase in H3K36me2 at the TSS of CGI-associated gene promoters (Figure 1D and E; Supplementary Figure S1E) which we also validated by ChIP-qPCR (Supplementary Figure S1F). This demonstrates that KDM2A/B contribute to the H3K36me2-depleted state at CGIs, in agreement with single-gene studies examining the KDM2A- or KDM2B-depleted state (12). Interestingly, intragenic CGIs were also depleted of H3K36me2 (Figure 1F), although this depletion was on average less pronounced than at CGI promoters, likely due to their lower average CpG density and size (Supplementary Figure S1G). Importantly, removal of the KDM2-LFs resulted in an increase in H3K36me2 at intragenic CGIs, indicating that their H3K36me2-depleted state is also shaped by KDM2A/B.

Our ChIP-seq analysis revealed that KDM2-LFs contribute to the H3K36me2-depleted state at CGI-associated promoters. However, we were curious whether the effects on H3K36me2 were uniformly distributed or dependent on other features of gene promoters, such as transcriptional activity. Therefore, we separated genes based on expression level (Supplementary Figure S1H) and examined H3K36me2 at genes and surrounding regions. This revealed that CGI-associated TSSs were depleted of H3K36me2 irrespective of expression level (Figure 1G). Chromatin surrounding CGI-associated TSSs was blanketed by H3K36me2, consistent with this modification being pervasive in mammalian genomes. The increase in H3K36me2 at the TSS following KDM2-LF removal was similar across all expression levels (Figure 1H), consistent with the transcription-independent targeting of KDM2 proteins to CGI promoters via their ZF-CxxC domains. Interestingly, highly transcribed genes were also depleted of H3K36me2 in their gene body (Figure 1G). This did not result from an enrichment of short genes in the set of highly transcribed genes (Supplementary Figure S1I), and was independent of KDM2 demethylase activity. Instead this depletion correlated with co-transcriptional conversion of H3K36me2 to H3K36me3 (Figure 1I and Supplementary Figure S1J) (64–69). Together, these observations reveal that KDM2 proteins remove H3K36me2 from CGIs, but unexpectedly their contribution to the depletion of H3K36me2 at these sites is modest. This suggests that CGIs could be inherently refractory to H3K36me2 or that additional H3K36 demethylases may also function at these regions (see Discussion).

### KDM2 demethylase activity contributes minimally to gene regulation

Depletion of H3K36me2 at CGI-associated gene promoters has been proposed to contribute to the generation of a transcriptionally permissive chromatin state (8,9,12). Although KDM2 proteins appear to contribute only modestly to the H3K36me2-depleted state at CGIs (Figure 1), we were curious whether this effect was nevertheless required to sustain normal chromatin accessibility and transcription from CGI-associated gene promoters. To address these questions, we first performed calibrated ATAC-seq (cATAC-seq) to measure chromatin accessibility before and after removal of KDM2-LFs. This demonstrated that CGI promoters remained accessible, despite the observed increases in H3K36me2 (Figure 2A and Supplementary Figure S2A). To examine gene expression, we performed calibrated nuclear RNA sequencing (cnRNA-seq). This revealed that the expression of the vast majority of genes did not change following removal of KDM2 demethylase activity, with only a small number of genes being modestly perturbed (Figure 2B). Furthermore, there was a poor correlation between gene expression changes and the effects on H3K36me2 at gene promoters (Figure 2C and D). This minimal perturbation to chromatin accessibility and gene expression following loss of KDM2-LFs indicates that histone demethylase activity of KDM2 proteins is largely dispensable for normal CGI-associated promoter activity.

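Nuclear RNA was sequenced from *Kdm2a/b-JmjC fl/fl* mESCs, in which tamoxifen removes the long forms of KDM2A and KDM2B that carry the JmjC demethylase domain. There were 3 untreated (UNT) samples and 3 samples treated with tamoxifen (OHT, 800 nM for 96 h). *Drosophila* SG4 cells had been mixed with the mESCs before the nuclei were isolated, so that RNA could be compared per mouse cell. The authors removed reads that aligned to rRNA, aligned the others to the mm10 and dm6 genomes with STAR and then Bowtie 2, removed PCR duplicates and counted reads on 20633 mouse genes. They divided each sample's counts by a DESeq2 size factor from *Drosophila* gene reads, which had first been corrected for the dm6/mm10 ratio of the input genomic DNA. The deposited table holds these normalized values for every gene and sample, beside the authors' own fold changes and adjusted p-values. In each sample the values were whole multiples of the value of a single read, and 100.0% of them became whole reads when divided by it. The recovered totals on genes were between 48828629 and 54535725 reads in the untreated samples (median 51441893) and between 32472969 and 40839649 in the treated samples (median 38476239). Within each condition of every line the replicates differed by more than the sampling noise, which alone gives a mean chi-square of 1 per gene. The lowest value over the 30 pairs was 3.93. From the normalized values, log2(value + 1) was compared between untreated and treated samples with limma, over the genes with a mean value of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the changes of genes with few reads. Genes were called changed with the paper's thresholds, an adjusted p-value under 0.05 and a fold change over 1.4. The table names genes by RefSeq accession, and 20450 of them (99.1%) were matched to a symbol. *Kdm2a* (NM_001001984, chromosome 19 of mm10 from 4316144 to 4398721) had normalized values of 8889, 7081 and 7540 in untreated replicates 1 to 3 and 6201, 5146 and 6071 in the treated ones. Its log2 fold change was -0.43 (standard error 0.18, adjusted p = 1.000 from limma with Benjamini-Hochberg adjustment), although all 3 treated samples lay below all untreated samples. With the replicate number as a blocking factor in the same limma fit the adjusted p was 0.00863. *Kdm2b* (NM_001003953, chromosome 5 from 122870664 to 122989270) had values of 5167, 3979 and 7897 without and 5193, 4850 and 7288 with tamoxifen. Reads were counted over whole genes, so these values do not measure the loss of the targeted exons, and another gene overlaps each of *Kdm2a* and *Kdm2b*.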

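Of 16322 genes tested in *Kdm2a/b-JmjC fl/fl* mESCs, 0 were higher and 0 lower after tamoxifen (limma with Benjamini-Hochberg adjustment), and 529 genes (3.2%) had an unadjusted p-value under 0.05. For 90.3% of the genes the change was within 1.4-fold in either direction. The median size of the log2 fold change was 0.14, below the median standard error of 0.23. In 6.5% of the genes all 3 treated samples lay on the same side of all 3 untreated samples, where chance alone gives 10%. The replicate number as a blocking factor moved these counts most, and the deviations of the untreated and treated samples of the same number from their group means correlated across genes by 0.316 to 0.59. In that limma fit 166 genes were higher and 210 lower, and with DESeq2 on the recovered reads and the same factor 163 were higher and 213 lower. The median standard error was 0.12 with the blocking factor. By these thresholds the authors' deposited table lists 88 genes as higher and 90 as lower with its shrunken fold changes, and 158 and 212 with the unshrunken ones. Every one of the 88 and 90 genes was also called in the same direction by limma with the blocking factor.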

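Over all tested genes of *Kdm2a/b-JmjC fl/fl* mESCs the median log2 fold change after tamoxifen was -0.048. Expressed per sample, the median log2 difference from the untreated mean was -0.045 ± 0.185 (SD, n = 3) in treated samples, against an SD of 0.149 (n = 3) among untreated samples. The groups did not differ (two-sided exact permutation test, p = 0.60, where 3 samples against 3 cannot give less than 0.100). Each treated sample was close to the untreated sample of the same replicate number, with differences of -0.025, -0.094 and -0.029 (mean -0.049, SD 0.039, n = 3 pairs). All 3 are below 0, for which a two-sided exact sign-flip test gives its smallest possible p, 0.250. When samples were left out in turn the median moved between -0.128, without treated replicate 3, and 0.054, without treated replicate 2. From the small effects on expression and on promoter accessibility, the latter not analysed here, the paper concludes that KDM2 demethylase activity is largely dispensable for the activity of these promoters.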

**Figure 2.**
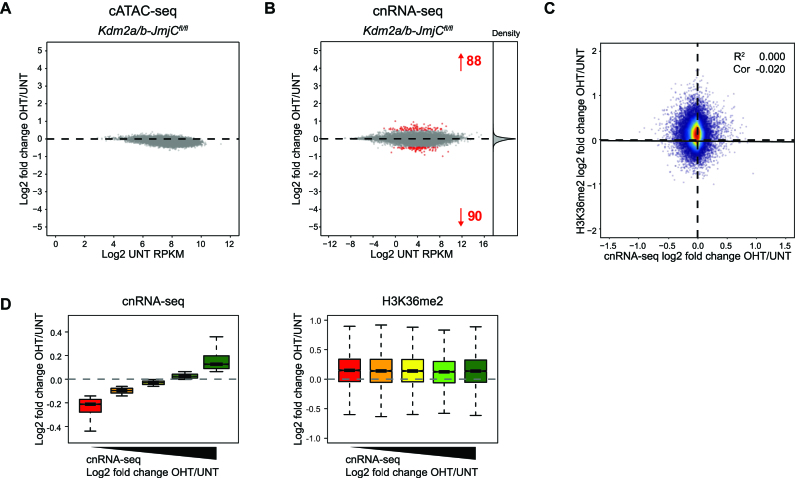
KDM2 demethylase activity contributes minimally to gene regulation. (**A**) An MA-plot showing log2 fold change in the accessibility (cATAC-seq) of CGI-associated gene promoters in K*dm2a/b-JmjC^fl/fl^* mESCs following tamoxifen treatment. No promoters significantly changed in accessibility (p-adj < 0.05 and > 1.4-fold). (**B**) An MA-plot showing log2 fold change in gene expression (cnRNA-seq) in K*dm2a/b-JmjC^fl/fl^* mESCs following tamoxifen treatment. The number of genes with significantly increased or decreased expression (p-adj < 0.05 and > 1.4-fold) is shown in red and density of gene expression changes is shown on the right. (**C**) A scatter plot comparing the log2 fold change in gene expression (cnRNA-seq) with the log2 fold change in normalized H3K36me2 ChIP-seq signal for CGI-associated genes following tamoxifen treatment of *Kdm2a/b-JmjC^fl/fl^* mESCs. The solid line shows the linear regression, and the coefficient of determination (*R*^2^) and Spearman correlation coefficient (Cor) are annotated. (**D**) Boxplots showing the log2 fold change in cnRNA-seq signal (left) and normalized H3K36me2 ChIP-seq signal (right) for CGI-associated genes grouped into quintiles based on their change in expression following tamoxifen treatment of *Kdm2a/b-JmjC^fl/fl^* mESCs.

### KDM2 proteins play a widespread role in gene repression

Given that gene expression was largely unaffected when KDM2 demethylase activity was removed, we wondered whether demethylase-independent activities of KDM2 proteins may play a more prominent role in gene regulation. KDM2A and KDM2B encode multiple isoforms, each of which contain the ZF-CxxC DNA binding domain. Therefore, to remove all CGI-targeted KDM2 proteins, we developed a conditional mESC system in which the exon encoding the ZF-CxxC domain is flanked by loxP sites in both *Kdm2a* and *Kdm2b* genes (*Kdm2a/b-CXXC^fl/fl^*), and which expresses tamoxifen-inducible CRE recombinase (Supplementary Figure S3A). Following addition of tamoxifen the ZF-CxxC-encoding exons are excised, producing KDM2A and KDM2B proteins that now lack the ZF-CxxC domain (Figure 3A). The effectiveness of this approach was evident from an increased mobility of the KDM2 proteins in western blot analysis (Figure 3B). KDM2 proteins lacking their ZF-CxxC domain no longer bound to CGIs as assessed by ChIP (Figure 3C and D; Supplementary Figure S3B). Furthermore, we observed an increase in H3K36me2 at CGI-associated gene promoters (Supplementary Figure S3C) consistent with both long and short form KDM2 proteins dissociating from chromatin.

**Figure 3.**
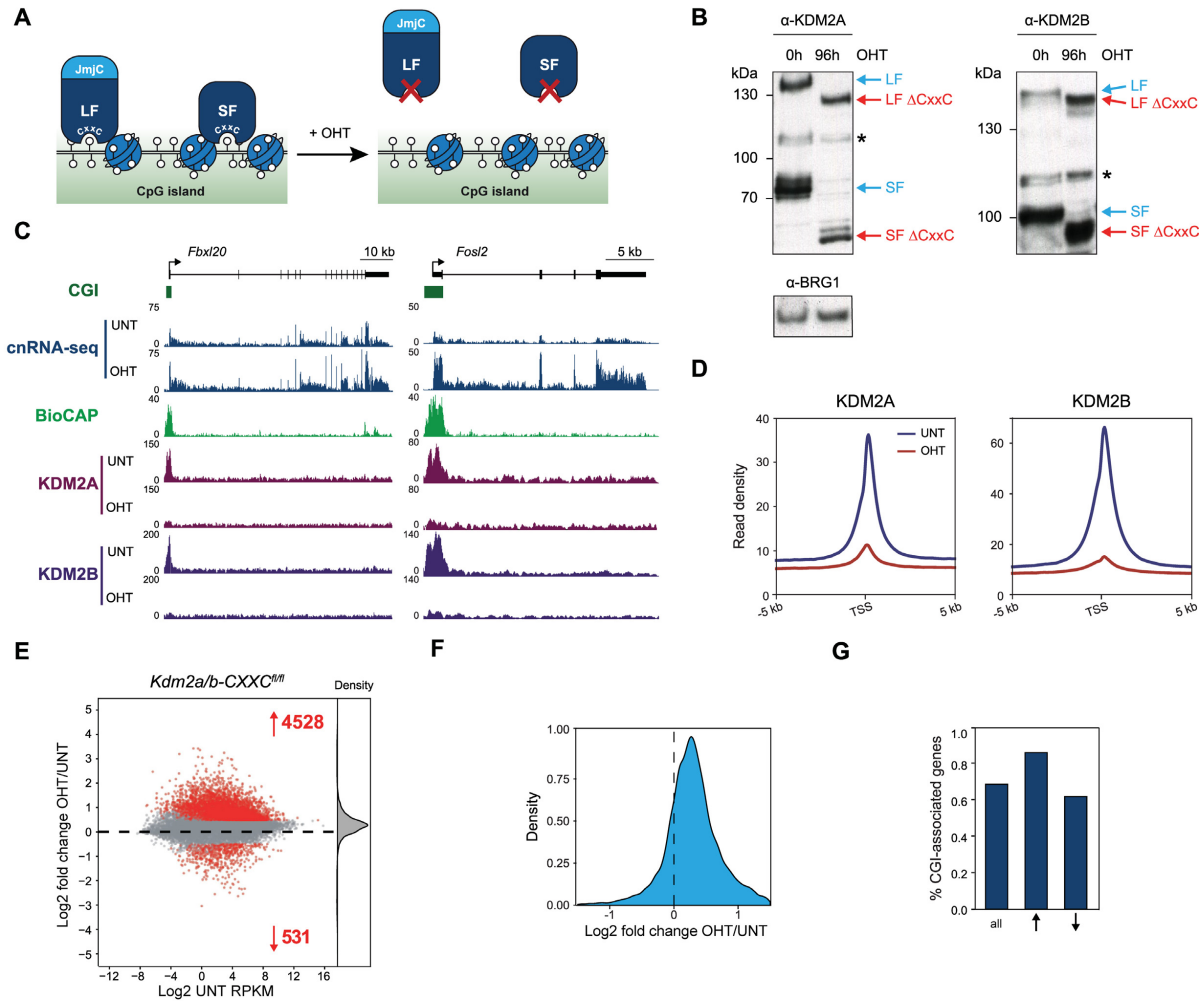
KDM2 proteins mediate widespread gene repression. (**A**) A schematic of the *Kdm2a/b-CXXC^fl/fl^* system in which addition of tamoxifen (OHT) leads to the generation of KDM2 proteins that lack the ZF-CxxC domain and therefore are unable to bind to chromatin. (**B**) Western blot analysis for KDM2A and KDM2B in *Kdm2a/b-CXXC^fl/fl^* mESCs before (UNT) and after 96 h tamoxifen treatment (OHT). BRG1 is shown as a loading control for both blots. Asterisks indicate non-specific bands. (**C**) Genomic snapshots showing gene expression (cnRNA-seq) and KDM2A and KDM2B ChIP-seq before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC^fl/fl^*mESCs, for representative genes that moderately (*Fbxl20*, left) or more dramatically increased in expression (*Fosl2*, right). BioCAP signal is shown for reference (63). (**D**) Metaplots showing enrichment of KDM2A and KDM2B ChIP-seq signal at the TSS of all CGI-associated genes (*n* = 14106) before (UNT, blue) and after tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs (OHT, red). (**E**) An MA-plot showing log2 fold change in gene expression (cnRNA-seq) in K*dm2a/b-CXXC^fl/fl^* mESCs following tamoxifen treatment. The number of genes with significantly increased or decreased expression (p-adj < 0.05 and > 1.4-fold) are shown in red and density of gene expression changes is shown on the right. (**F**) A density plot showing the distribution of the log2 fold change in gene expression following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs, for all genes. (**G**) A bar graph showing the proportion of genes that have a CGI promoter, for all genes and genes that significantly increased or decreased in expression following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs.

To examine whether this loss of CGI binding had an effect on gene expression, we carried out cnRNA-seq and compared gene expression between untreated and tamoxifen-treated cells. This revealed that KDM2 protein removal resulted in more than a fifth of all genes showing significantly increased expression (Figure 3C and E). 

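The *Kdm2a/b-CXXC fl/fl* experiment had 4 untreated and 4 tamoxifen-treated samples, collected and calibrated as for the demethylase line. Between 26025413 and 31949300 reads per untreated sample (median 29183106) and between 25209493 and 39304918 per treated sample (median 26346122) were counted on genes. Treated replicate 1 had the most reads and the highest *Kdm2a* and *Kdm2b* values of its group, and the other 3 treated samples had at most 26648282. The authors deposited these samples in 2 tables, normalized either with the *Drosophila* reads or with the mouse reads alone, and 100.0% of the values gave the same whole reads from both tables. A total of 15695 genes passed the filter on low values. Reads on *Kdm2b* rose from 3116, 3437, 3102 and 3032 in untreated replicates 1 to 4 to 8740, 5712, 5620 and 5481 in the treated replicates (normalized values). The log2 fold change of *Kdm2b* was 0.98 (standard error 0.16, adjusted p = 1.48e-08 from limma with Benjamini-Hochberg adjustment), and it was 0.65 after the samples were rescaled to the same median over mouse genes. *Kdm2a* had values of 5033, 5072, 4484 and 4909 without tamoxifen and 6538, 4289, 4327 and 4281 with it. Its log2 fold change of -0.03 (standard error 0.16, adjusted p = 0.892 from limma with Benjamini-Hochberg adjustment) changed sign to 0.02 when treated replicate 2, 3 or 4 was left out, and was -0.36 after rescaling.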

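In *Kdm2a/b-CXXC fl/fl* mESCs 4686 genes were higher after tamoxifen and 589 lower, by limma with Benjamini-Hochberg adjustment. The genes that rose were 29.9% of the tested genes and 22.7% of the 20633 genes in the table. In 40.9% of the tested genes all treated samples lay on the same side of all untreated samples, where chance gives 2.9% for 4 samples against 4. With each sample left out in turn, between 3252 and 6039 genes were higher. The lowest count was without treated replicate 1 and the highest without treated replicate 4. *Fbxl20* (NM_028149, chromosome 11 of mm10 from 98082554 to 98150921) rose from 1803 ± 116 (SD, n = 4) to 2777 ± 512 (SD, n = 4) normalized reads, a log2 fold change of 0.61 (standard error 0.16, adjusted p = 0.00122 from limma with Benjamini-Hochberg adjustment). *Fosl2* (NM_008037, chromosome 5 from 32136472 to 32157840) rose from 160 ± 16.3 to 737 ± 258 normalized reads (SD, n = 4 each), a log2 fold change of 2.14 (standard error 0.19, adjusted p = 1.10e-27 from the same limma test with Benjamini-Hochberg adjustment). For both genes every treated sample was above every untreated sample. Leaving out any 1 sample kept the log2 fold change between 0.50 and 0.71 for *Fbxl20* and between 1.93 and 2.26 for *Fosl2*. After rescaling to the same median over mouse genes it was 0.27 for *Fbxl20*, 1.21-fold and so below 1.4-fold, and 1.81 for *Fosl2*. Among genes with a mean value of at least 50 and groups without overlap, *Hand1*, *Skor1* and *Nkx2-9* rose most, with log2 fold changes of 4.11, 3.91 and 3.58. Their untreated levels were 8.51 ± 3.96, 7.58 ± 3.00 and 14.3 ± 5.27 normalized reads (SD, n = 4), so these fold changes rest on few untreated reads. Untreated replicate 4 gave the highest *Hand1* value of its group, 14.4, and an annotated gene overlaps each of *Hand1* and *Nkx2-9*. Of other genes that the paper plots, *Sdc4* rose by a log2 fold change of 1.45, *Ovol2* by 0.91, *Pcgf1* by 0.90 and *Mmp17* by 0.71, each with every treated sample above every untreated sample. Treated replicate 1 gave the highest values of *Skor1* and *Pcgf1*, 178 and 231, against at most 109 and 148 in the other treated samples. In *Kdm2a/b-JmjC fl/fl* mESCs *Sdc4* and *Fosl2* had log2 fold changes of 0.62 and 0.68, and the main limma fit called neither. With the replicate number as a blocking factor limma called both higher there, with adjusted p-values of 0.00161 and 0.0496. Neither fit called *Fbxl20*, *Ovol2*, *Pcgf1* or *Mmp17* in that line, with log2 fold changes of -0.25, -0.22, 0.04 and -0.14.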

Owing to the quantitative nature of cnRNA-seq it was also apparent that KDM2 protein removal led to a more general increase in gene expression, even amongst genes that were not considered significantly changed by statistical analysis (Figure 3F). 

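Genes of *Kdm2a/b-CXXC fl/fl* mESCs that were not called changed moved upward too: 81.8% of them had a log2 fold change above 0, with a median of 0.24. Over all tested genes the median was 0.33, a 1.26-fold increase, and 84.1% of the genes lay above 0. In each sample the median log2 difference from the untreated mean was between -0.069 and 0.065 without tamoxifen (SD 0.071, n = 4) and between 0.085 and 0.736 with it (0.336 ± 0.287, SD, n = 4). Every treated sample lay above every untreated sample (two-sided exact permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). Between samples of the same replicate number the difference was 0.678 for replicate 1, 0.117 for replicate 2, 0.411 for replicate 3 and 0.137 for replicate 4. For these 4 differences a two-sided exact sign-flip test gives its smallest possible p, 0.125. Without treated replicate 1 the median log2 fold change fell to 0.20, and over the fits that each left out 1 sample it stayed between 0.20 and 0.42. From the calibration to *Drosophila* cells the paper concludes that removal of KDM2 proteins led to a general increase in gene expression. The paper also reports droplet digital PCR of selected genes as a check on these effects, which was not analysed here.

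**Figure D1:**
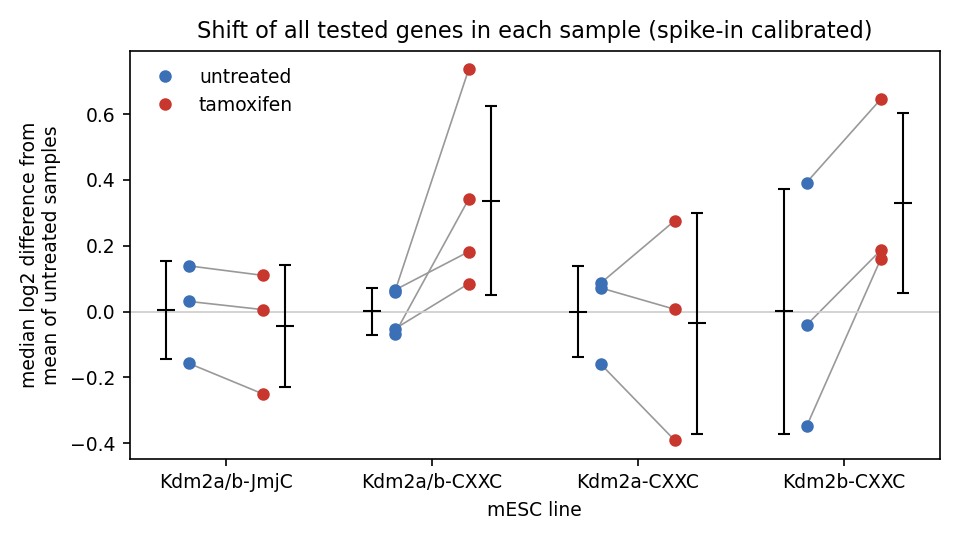
Median log2 difference of all tested genes from the mean of the untreated samples, for each sample of the 4 mESC lines after spike-in calibration. Each point is a sample, lines join samples of the same replicate number, and bars give the mean and SD; in Kdm2a/b-CXXC the treated samples lie between 0.085 and 0.736, all above the untreated ones.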

We validated these widespread effects using highly sensitive and quantitative droplet digital PCR analysis (Supplementary Figure S3D). Importantly, our capacity to uncover this broad increase in gene expression was only possible due to the use of calibrated nuclear RNA-seq (cnRNA-seq) as conventional normalization based on total read count fails to uncover this pervasive alteration in gene expression (Supplementary Figure S3E). 

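In the authors' deposited table that was normalized with mouse reads alone, the median ratio over genes was 1.000 in each of the 8 samples, while the mean value per gene ran from 1355 to 1432. The median log2 fold change in this table was 0.0, which such a normalization fixes. Of 15685 genes tested, 2096 were higher and 1436 lower (limma with Benjamini-Hochberg adjustment), so 59.3% of the called genes were higher, against 88.8% with the *Drosophila* calibration. All of the 2096 higher genes were also called higher in the calibrated table, and 587 of the lower genes were also lower there. Rescaling the calibrated table to the same median over mouse genes gave counts of 2096 and 1436 again, since the size factors of this table differed by at most 0.00389% from such median ratios.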

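Promoter classes were not analysed here, and the base composition at the start of each transcript was used in their place, a measure chosen after the values had been seen. A transcript start was counted as CpG-rich when its first 200 bp had a GC content of at least 50% and an observed/expected CpG ratio of at least 0.6. It lies downstream of the promoter and can differ from the CGI class of a gene. Of 20222 genes with such a sequence, 52.0% were CpG-rich. Among genes with enough reads to be tested in *Kdm2a/b-CXXC fl/fl* mESCs the share was 64.9%, and among the genes called higher it was 65.6%, 3036 of 4626. Against the other tested genes the odds ratio was 1.05 (two-sided Fisher's exact test across genes, which are not independent replicates, p = 0.192). With the first 300 bp the odds ratio was 1.08 (p = 0.0317 from the same exact test), and with a GC content of at least 55% and a ratio of at least 0.65 it was 1.08 (p = 0.0293, exact test). Among the calls after rescaling to the same median over mouse genes it was 0.83, in the other direction, with a share of 61.1%. Among the calls with the replicate number as a blocking factor it was 1.04 (exact test, p = 0.322). Within deciles of starting level the pooled odds ratio was 1.56. The median log2 fold change was 0.338 for CpG-rich genes and 0.321 for the others.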

When we examined in more detail the transcripts with significantly increased expression these were enriched for CGI-associated genes (Figure 3G), consistent with these effects being a direct result of KDM2 protein removal as opposed to a global perturbation of some core transcriptional component. In contrast, significantly downregulated genes were less numerous, not enriched for CGI-associated genes and encompassed both polycomb-bound and unbound genes (Supplementary Figure S3F), suggesting they may correspond to secondary effects. Together, these observations establish an unexpected and widespread role for KDM2 proteins in suppressing expression from CGI-associated gene promoters.

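Of the 589 genes lower in *Kdm2a/b-CXXC fl/fl* mESCs, 579 had a transcript start sequence, and 201 of these (34.7%) were CpG-rich, an odds ratio of 0.27 against the other tested genes (two-sided Fisher's exact test across genes, p = 5.61e-51). Within deciles of starting level, and separately within deciles of gene length, the pooled odds ratio was 0.29. Without treated replicate 1 the count of lower genes was 781, and it was 463 without untreated replicate 2. *Ldb2* (chromosome 5 of mm10 from 44435955 to 44799759) decreased most among the genes with a mean of at least 50, from 330 ± 20.7 to 35.0 ± 4.68 normalized reads (SD, n = 4 each), a log2 fold change of -3.21 (standard error 0.23, adjusted p = 2.01e-41 from limma with Benjamini-Hochberg adjustment). *Siglecf* decreased from 102 ± 16.6 to 13.6 ± 6.81 normalized reads, and *Slc28a1* from 1481 ± 66.4 to 228 ± 55.1 (SD, n = 4 each), with log2 fold changes of -2.91 and -2.72. *Smtnl2* had a log2 fold change of -0.80 (standard error 0.18, adjusted p = 5.99e-05 from limma with Benjamini-Hochberg adjustment). In each of these genes every treated sample lay below every untreated sample. In *Kdm2a/b-JmjC fl/fl* mESCs *Smtnl2* had a log2 fold change of -0.50. It was called lower there only with the replicate number as a blocking factor (adjusted p = 0.0200 from limma with Benjamini-Hochberg adjustment). An annotated lncRNA overlaps *Ldb2*, and a pseudogene overlaps *Slc28a1*. Polycomb occupancy was not analysed here.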

### Elevated gene expression following KDM2 protein removal is not simply a consequence of polycomb target gene reactivation

We have previously shown that KDM2B plays an important role in recruiting the polycomb repressive complex 1 (PRC1) to CGI-associated gene promoters in mESCs. KDM2B does so by binding to an adaptor protein, called PCGF1, which directly interacts with RING1B, the catalytic core of PRC1 (15–17,39). PRC1 can ubiquitylate histone H2A at position 119 (H2AK119ub1), which then stabilizes the second polycomb repressive complex, PRC2, which can trimethylate histone H3 lysine 27 (H3K27me3). When we examined the genes that increased in expression following KDM2 protein removal they had stereotypical CGI-associated features (Figure 4A), but interestingly were also enriched for RING1B, a core structural component of PRC2 (SUZ12), and had H2AK119ub1 and H3K27me3 (Supplementary Figure S4A). In agreement with KDM2B having the capacity to target the polycomb system to CGI-associated genes, H2AK119ub1 and H3K27me3 were reduced at CGI-associated TSSs in tamoxifen-treated *Kdm2a/b-CXXC^fl/fl^* cells (Supplementary Figure S4B–D). This effect was not evident in *Kdm2a/b-JmjC^fl/fl^ cells*, in keeping with our previous observations that the KDM2B SF is sufficient to target PRC1 (39) (Supplementary Figure S4E–G). Furthermore, removal of PCGF1, the adaptor protein that links KDM2B to PRC1, caused similar reductions in polycomb-associated histone modifications (46). The observed effects on polycomb-mediated histone modifications following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* cells raised the possibility that the widespread increase in gene expression following KDM2 protein removal may simply result from loss of KDM2B-dependent targeting and gene repression by the PRC1 complex. To investigate this possibility, we compared the gene expression changes following KDM2 protein removal with those following conditional removal of PCGF1 (46). This revealed that removal of PCGF1 caused de-repression of more than four times fewer genes than removal of KDM2 proteins (Figure 4B). Furthermore, genes that significantly increased in expression following PCGF1 removal were more strongly enriched for polycomb target genes than those that significantly increased following KDM2 removal (Figure 4C). Genes showing increased expression following PCGF1 removal were a subset of those showing increased expression following KDM2 protein removal (Figure 4D), and there was only a moderate positive correlation between the gene expression changes in these lines (Supplementary Figure S4H). These observations indicate that a small proportion of the gene de-repression events in cells where KDM2 proteins are removed are related to the activity of the KDM2B–PRC1 complex.

**Figure 4.**
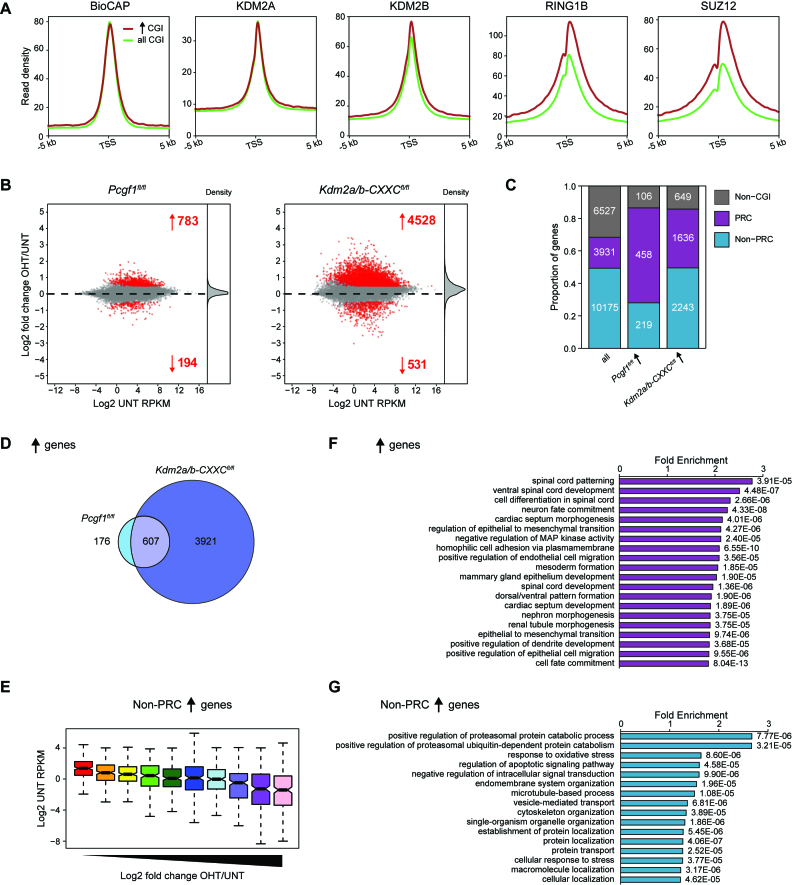
KDM2-mediated repression is not limited to polycomb target genes. (**A**) Metaplots showing enrichment of BioCAP signal and KDM2A, KDM2B, RING1B and SUZ12 ChIP-seq signal at the TSS of all CGI-associated genes (*n* = 14106, green) and of the subset of these genes that significantly increased in expression following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs (*n* = 3879, red) (46,63). (**B**) Left: an MA-plot showing log2 fold change in gene expression (cnRNA-seq) in *Pcgf1^fl/fl^* mESCs following tamoxifen treatment to induce PCGF1 knockout (46). The number of genes with significantly increased or decreased expression (p-adj < 0.05 and > 1.4-fold) is shown in red and density of gene expression changes is shown on the right. Right: as left but for *Kdm2a/b-CXXC^fl/fl^* mESCs, shown for comparison. (**C**) A bar graph comparing the distribution of genes into three classes—non-CGI, polycomb (PRC) occupied and non-PRC occupied—for all genes and for genes that significantly increased in expression following tamoxifen treatment of *Pcgf1^fl/fl^* or *Kdm2a/b-CXXC^fl/fl^* mESCs. Non-CGI genes are genes that lack a CGI at their promoter. Non-PRC-occupied genes have a CGI promoter that is not bound by polycomb complexes, whilst PRC-occupied genes have a CGI promoter that is bound by polycomb complexes. (**D**) A Venn diagram showing the overlap between genes that significantly increased in expression following tamoxifen treatment of *Pcgf1^fl/fl^* and *Kdm2a/b-CXXC^fl/fl^* mESCs. (**E**) A box plot showing the starting expression level (log2 UNT RPKM) for genes grouped into deciles based on their log2 fold change in expression following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs. (**F**) Gene ontology analysis of genes that significantly increased in expression following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs. (**G**) As (**H**), but for the subset of significantly increasing genes that were not classified as polycomb target genes.

Building on this important observation, we examined in more detail the gene expression changes that manifest from KDM2 protein removal from CGIs. From this it was evident that genes with low starting expression level more strongly increased in expression, including non-polycomb target genes (Figure 4E). 

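Across the tested genes of *Kdm2a/b-CXXC fl/fl* mESCs, which are not independent replicates, the untreated level and the log2 fold change had a Spearman correlation of -0.27. In the decile of genes with the lowest untreated level (median 14.6 normalized reads) the median log2 fold change was 0.68, with quartiles of 0.16 and 1.26. In the decile with the highest level (median 6999 normalized reads) it was 0.20, with quartiles of 0.07 and 0.35. The share of genes called higher was 40.1% in the lowest decile, 47.5% in decile 3 and 10.4% in the highest. Ordered by fold change instead, the decile with the largest increases (median log2 fold change 1.33) had a median untreated level of 56.3 normalized reads, against 1098 for decile 5, and the decile with the largest decreases was at 248. Since low untreated values also raise the fold change of a gene by chance, the level was taken from other samples as well. The filter on low values also took the treated samples into its mean. In deciles of the untreated *Kdm2a-CXXC fl/fl* level the median log2 fold change was 0.47 in the lowest, 0.42 in decile 4 and 0.24 in the highest. With that level the correlation was -0.19. With the level from untreated replicates 1 and 2 and the fold change against replicates 3 and 4 the correlation was -0.25. Without the filter on low values it was -0.12, the alternative that moved it most apart from the removal of background below. With the level divided by gene length it was -0.15. Leaving out any 1 sample kept it between -0.28 and -0.26. In *Kdm2a-CXXC fl/fl* mESCs the correlation with level was -0.14, and -0.23 with the level divided by gene length. In *Kdm2b-CXXC fl/fl* these values were -0.17 and -0.03, and in *Kdm2a/b-JmjC fl/fl* 0.04 and 0.07. In a test chosen after the values had been seen, reads spread evenly over the genome were taken from the treated values of *Kdm2a/b-CXXC fl/fl* mESCs. At the gain per kb of receptor genes close to background, the correlation with the untreated *Kdm2a-CXXC fl/fl* level was then -0.11. With that gain raised by 2 SD of the treated sums it was -0.04. The share of non-polycomb genes was not analysed here.

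**Figure D2:**
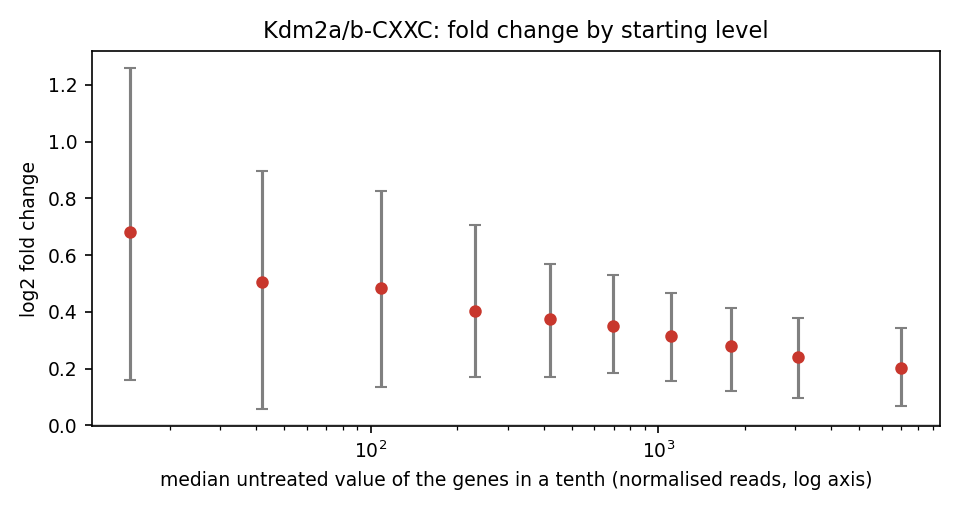
Log2 fold change after tamoxifen in Kdm2a/b-CXXC mESCs for deciles of the tested genes by untreated level (log axis, normalised reads). Points are medians and bars run from the lower to the upper quartile. The median falls from 0.682 in the lowest decile to 0.203 in the highest. The same untreated samples give the level and the fold change. With the level from untreated Kdm2a-CXXC samples these medians are 0.47 and 0.24.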

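Gene ontology terms were not used here. In their place 12 lists of genes, chosen by symbol in advance with their symbols matched again after a first run, were compared with all other tested genes of each line by limma's camera with a preset correlation, and 11 of them had tested genes. Benjamini-Hochberg adjustment covered the 44 combinations of list and line, of which 19 passed 0.05. Of these, 7 also passed with fry, a rotation test against no change that shares the spread of the general shift, and 12 passed with fry after rescaling to the same median over mouse genes. In *Kdm2a/b-CXXC fl/fl* mESCs the *Hox* genes (7 tested) had a median log2 fold change of 1.64, with 6 called higher, and the *Wnt* genes (15 tested) a median of 1.58, with 12 called higher. Their adjusted p-values from camera with Benjamini-Hochberg adjustment were 0.00218 and 2.85e-05. Cadherins and protocadherins (53 tested) had a median of 1.23 and 35 genes called higher, with 1 called lower. For these lists the counts of genes under 0.05 adjusted over the list alone were 6, 12 and 39, the same as over all genes. Primitive endoderm genes (13 tested) had a median of 0.68, with 6 called higher. All of these lists passed with fry as well. Pluripotency genes (14 tested) had a median of 0.14, under the 0.33 of all genes, with an adjusted p of 0.0352 from camera with Benjamini-Hochberg adjustment, but not with fry on the calibrated values (adjusted p 0.924, upward). Fry after rescaling gave an adjusted p of 7.94e-04 downward, and with the replicate number as a blocking factor camera's adjusted p was 0.0577. Among lists of basic cellular functions, the medians were 0.30 for proteasome subunits (37 tested, 4 called higher), 0.30 for ribosomal proteins (84 tested, 1 called higher and 1 lower), 0.25 for mitochondrial ribosomal proteins (69 tested, 5 called higher) and 0.30 for histones (9 tested, 0 called). None of these 4 lists differed from other genes by camera, with adjusted p-values between 0.436 and 0.839. With fry after rescaling, however, mitochondrial ribosomal proteins passed downward (adjusted p = 0.0120), and their median was at percentile 0.02 of random lists matched on level and length, whose median was 0.36. *Fgf* genes (17 tested) had a median of 0.44, with 5 called higher and 1 lower, and no 2-cell-like gene had enough reads to be tested.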

Gene ontology analysis revealed that genes that significantly increased in expression were enriched for a variety of developmental terms (Figure 4F), consistent with some of the effects being related to the polycomb system, but also a variety of basic cellular processes that are unrelated (Figure 4G). This reflects the generalized increase in gene expression that occurs following KDM2 removal. Together, these observations reveal that KDM2 proteins play a widespread role in gene repression from CGI-associated gene promoters and do so largely through mechanisms that are independent of the polycomb repressive system.

### KDM2B plays the predominant role in gene repression

Loss of both KDM2A and KDM2B from CGI chromatin simultaneously resulted in widespread increases in gene expression (Figure 3). However, it was unclear from these experiments whether KDM2A, KDM2B or both contribute to gene repression. To examine this question, we developed a conditional mESC system in which we could remove KDM2A alone by tamoxifen-induced deletion of its ZF-CxxC domain (*Kdm2a-CXXC^fl/fl^*, Figure 5A, Supplementary Figures S5A and S3A). cnRNA-seq revealed that removal of KDM2A led to virtually no changes in gene expression (Figure 5B), indicating that KDM2A alone is not required to maintain normal gene expression in mESCs. 

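The *Kdm2a-CXXC fl/fl* line had 3 untreated and 3 tamoxifen-treated samples, processed as for the other lines. Between 34305759 and 40069266 reads per untreated sample (median 36689012) and between 33258866 and 38235448 per treated sample (median 37853439) were counted on genes. *Kdm2a* had values of 4496, 3929 and 4793 in untreated replicates 1 to 3 and 4293, 3094 and 5620 in the treated ones, and its log2 fold change of -0.06 changed sign without treated replicate 2 (0.16). For *Kdm2b* the values were 6159, 4827 and 5295 without tamoxifen and 5935, 3926 and 6374 with it. As in the other lines, the count over a whole gene does not show the deletion of an exon.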

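Of 16122 genes tested in *Kdm2a-CXXC fl/fl* mESCs, 4 were higher after tamoxifen and 0 lower (limma with Benjamini-Hochberg adjustment), with an unadjusted p under 0.05 in 288 genes (1.8%). In 3.4% of the genes the groups did not overlap, where 10% arises by chance. The genes called were *Tie1*, *Chrm3*, *Abcb5* and *9130227L01Rik*. The last pair falls outside the rule that set which genes are named, and was chosen after its values were seen. *Tie1* (chromosome 4 of mm10 from 118471191 to 118489849) rose from 33.2 ± 14.7 to 120 ± 76.6 normalized reads (SD, n = 3 each), a log2 fold change of 1.73 (standard error 0.38, adjusted p = 0.0240 from limma with Benjamini-Hochberg adjustment). *Chrm3* (chromosome 13 from 9875486 to 10361062) rose from 57.7 ± 12.2 to 189 ± 59.3 normalized reads, a log2 fold change of 1.67 (standard error 0.34, adjusted p = 0.00568 from limma with Benjamini-Hochberg adjustment). An annotated lncRNA overlaps it. *Abcb5* and *9130227L01Rik* had mean values of only 46.9 and 18.9 normalized reads and log2 fold changes of 1.93 and 2.77. After rescaling to the same median over mouse genes, 0 genes were called, and the count ran from 0 to 23 over the fits that each left out 1 sample, the highest without treated replicate 2. With the replicate number as a blocking factor 67 genes were higher and 26 lower. The median log2 fold change over all genes was -0.046. Per sample the treated samples were at -0.036 ± 0.336 (SD, n = 3) and the untreated SD was 0.137 (n = 3), with no difference between the groups (two-sided exact permutation test, p = 0.800). That median moved from -0.193, without treated replicate 3, to 0.130, without treated replicate 2. From the few changed genes the paper concludes that KDM2A alone is not required for normal gene expression in mESCs.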

We next investigated the contribution of KDM2B to the regulation of gene expression, performing cnRNA-seq using a *Kdm2b-CXXC^fl/fl^* mESC line (39) (Figure 5A and Supplementary Figure S5B). cnRNA-seq revealed that removal of KDM2B alone was sufficient to cause increases in the expression of thousands of genes (Figure 5B) and, unlike KDM2A removal, largely recapitulated the widespread increases in gene expression that occurred following KDM2A/B removal (Figure 5C). 

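For the *Kdm2b-CXXC fl/fl* line there were also 3 untreated and 3 tamoxifen-treated samples. Reads counted on genes were between 28599870 and 39096256 per untreated sample (median 34831504) and between 30616644 and 36078314 per treated sample (median 35678381). The size factor of untreated replicate 2 was 1.66 and that of untreated replicate 1 was 0.714, the widest range within a condition. Normalized reads on *Kdm2b* were 4821, 2811 and 3552 in untreated replicates 1 to 3 and 6814, 5124 and 5212 in the treated replicates. The log2 fold change was 0.64 (standard error 0.31, adjusted p = 0.283 from limma with Benjamini-Hochberg adjustment), and the adjusted p was 1.34e-06 with the replicate number as a blocking factor. *Kdm2a* was at 6758, 3924 and 4720 without and 6947, 5328 and 5078 with tamoxifen, and its log2 fold change of 0.20 became -0.13 after rescaling to the same median over mouse genes.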

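In *Kdm2b-CXXC fl/fl* mESCs 567 of 15825 genes tested were higher after tamoxifen and 44 lower, by limma with Benjamini-Hochberg adjustment. The replicate number as a blocking factor brought the counts to 3841 higher and 334 lower, and the median standard error from 0.31 to 0.12. Without the blocking factor the count depended on single samples: 2194 genes were higher without untreated replicate 1, and between 127 and 243 without any other sample. All of the 567 genes were also higher with the blocking factor. The authors' deposited table, whose unshrunken fold changes are those of a DESeq2 model with the replicate number as a term, lists 3397 genes as higher and 241 as lower with these and 3013 and 220 with shrunken fold changes. In 19.6% of the genes the treated and untreated samples did not overlap, where 10% arises by chance. The median log2 fold change over all genes was 0.33, and 86.9% of genes lay above 0. Treated samples lay at 0.330 ± 0.273 (SD, n = 3) and the untreated SD was 0.372 (n = 3), a difference within the spread between replicates (two-sided exact permutation test, p = 0.400). Each treated sample was above the untreated sample of the same number, by 0.253, 0.507 and 0.228, for which a two-sided exact sign-flip test cannot give a p below 0.250. The median was 0.156 without untreated replicate 2 and 0.520 without untreated replicate 1. *Itpr2* (chromosome 6 of mm10 from 146108299 to 146502258) rose most among genes with a mean of at least 50, from 455 ± 152 to 3651 ± 976 normalized reads (SD, n = 3 each), a log2 fold change of 3.02 (standard error 0.30, adjusted p = 2.32e-20 from limma with Benjamini-Hochberg adjustment). *Nkx2-9* rose by a log2 fold change of 2.73. *Abcc2*, *Otx2os1* and *Gdpd4* decreased most, with log2 fold changes of -1.84, -1.83 and -1.80 and every treated sample below every untreated one. Other annotated genes overlap *Itpr2*, *Otx2os1* and *Gdpd4*. From the similar distribution of fold changes the paper concludes that removal of KDM2B alone largely recapitulated the increases seen after removal of both proteins.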

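Among the genes higher in *Kdm2b-CXXC fl/fl* mESCs with a transcript start sequence, 376 of 558 (67.4%) were CpG-rich, against 64.5% of the tested genes, an odds ratio of 1.14 (two-sided Fisher's exact test across genes, p = 0.162). For the 3791 such genes called with the replicate number as a blocking factor the share was 67.1% and the odds ratio 1.16 (p = 1.12e-04, same exact test). A definition over the first 300 bp gave an odds ratio of 1.32. The limits of 55% and 0.65 gave 1.15 (exact test, p = 0.118), and the calls after rescaling gave 1.09 (exact test, p = 0.213). Within deciles of starting level the pooled odds ratio was 1.68. Only 10 of 43 lower genes (23.3%) were CpG-rich, an odds ratio of 0.17 (exact test, p = 4.47e-08).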

Genes that significantly increased in expression following KDM2B removal were enriched for CGI-associated genes (Figure 5D). Furthermore, gene ontology analysis revealed that these significantly increasing genes were enriched for a variety of developmental terms characteristic of polycomb target genes (Figure 5E) but also terms relating to basic cellular processes (Figure 5F). These observations suggest that removal of KDM2B alone, like removal of KDM2A/B together, leads to widespread increases in the expression of CGI-associated genes.

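By camera, the lists that differed from other genes after KDM2B removal were *Hox*, *Wnt*, cadherins and protocadherins, primitive endoderm and p53 targets. Their median log2 fold changes were 1.62 (6 tested), 0.96 (14 tested), 1.04 (52 tested), 0.85 (13 tested) and 0.88 (17 tested). Fry, run without the blocking factor, gave adjusted p-values, by Benjamini-Hochberg, of 0.0249 for *Hox* and 0.0347 for *Wnt* and did not pass for the other 3 lists. After rescaling to the same median over mouse genes, fry passed for *Hox* (0.0353), *Wnt* (0.00149), cadherins and protocadherins (6.98e-04) and p53 targets (0.00230), and upward for *Fgf* genes (0.0303), but not for primitive endoderm (0.0681). Adjusted over the list alone, 5, 7, 29, 4 and 11 members were under 0.05, against 2, 3, 24, 3 and 6 over all genes (limma with Benjamini-Hochberg adjustment). The medians of proteasome subunits (0.38), ribosomal proteins (0.31) and mitochondrial ribosomal proteins (0.33) were close to that of all genes. Without the block 0 of their members were called, and 2, 1 and 0 had an unadjusted p under 0.05. With the replicate number as a blocking factor 6, 2 and 4 were called higher, and 31, 65 and 47 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). With this factor 5, 12, 36, 7 and 13 members of the first 5 lists, in the order given, were called higher. Histones (0.25), pluripotency genes (0.24) and *Fgf* genes (0.23) did not differ from other genes by camera.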

**Figure 5.**
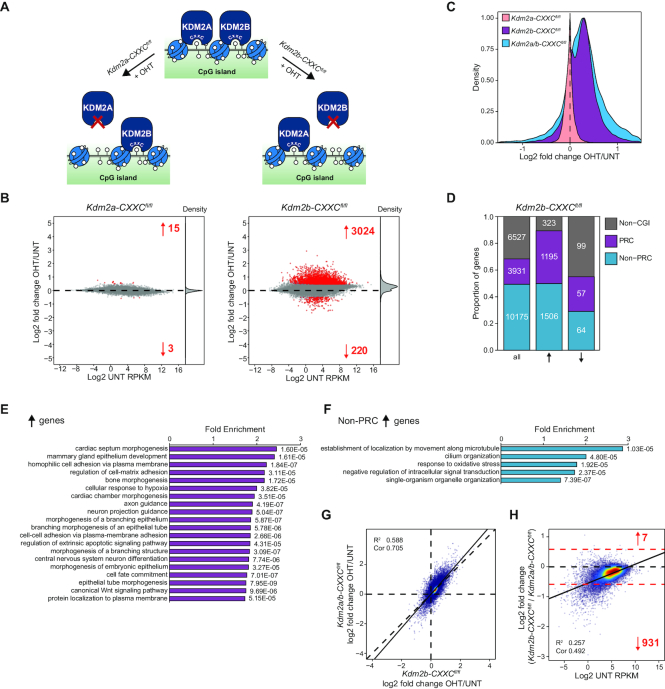
KDM2B plays the predominant role in gene repression. (**A**) A schematic of the *Kdm2a-CXXC^fl/fl^* and *Kdm2b-CXXC^fl/fl^* systems in which addition of tamoxifen (OHT) leads to the generation of KDM2A or KDM2B proteins that lack the ZF-CxxC domain, respectively, and therefore are unable to bind to chromatin. (**B**) MA-plots showing log2 fold change in gene expression (cnRNA-seq) in *Kdm2a-CXXC^fl/fl^* (left) or *Kdm2b-CXXC^fl/fl^* mESCs (right) following tamoxifen treatment. The number of genes with significantly increased or decreased expression (p-adj < 0.05 and > 1.4-fold) are shown in red and density of gene expression changes is shown on the right. (**C**) A density plot showing the distribution of the log2 fold change in gene expression following tamoxifen treatment of *Kdm2a-CXXC^fl/fl^, Kdm2b-CXXC^fl/fl^* or *Kdm2a/b-CXXC^fl/fl^* mESCs, for all genes. (**D**) A bar graph illustrating the distribution of genes between three gene classes (Non-CGI, Non-PRC, PRC) described in Figure 4C, for all genes and for genes that significantly increased or decreased in expression following tamoxifen treatment of *Kdm2b-CXXC^fl/fl^* mESCs. (**E**) Gene ontology analysis of genes that significantly increased in expression following tamoxifen treatment of *Kdm2b-CXXC^fl/fl^* mESCs. (**F**) As (**E**), but for the subset of significantly increasing genes that were not classified as polycomb target genes. (**G**) A scatter plot comparing the log2 fold change in gene expression (cnRNA-seq) following tamoxifen treatment of *Kdm2b-CXXC^fl/fl^* and *Kdm2a/b-CXXC ^fl/fl^* mESCs. The solid line shows the linear regression, and the coefficient of determination (*R*^2^) and Spearman correlation coefficient (Cor) are annotated. (**H**) A scatter plot of the log2 fold change in gene expression (cnRNA-seq) following tamoxifen treatment of *Kdm2a/b-CXXC ^fl/fl^* mESCs for genes that significantly increased in expression, plotted against the ratio of the log2 fold change in gene expression following tamoxifen treatment of *Kdm2b-CXXC^fl/fl^* versus *Kdm2a/b-CXXC^fl/fl^* mESCs. A 1.5-fold threshold (red dotted lines) was used to define genes which were differentially regulated between the two datasets, and the number of genes with more than 1.5-fold increased or decreased expression is shown in red. The solid line shows the linear regression, and the coefficient of determination (R^2^) and Spearman correlation coefficient (Cor) are annotated.

A comparison of the gene expression changes following KDM2B removal alone and KDM2A/B removal together revealed good overall correlation (Figure 5G), indicating that the gene expression changes following KDM2B removal largely recapitulated those following removal of KDM2A/B together. However, a more detailed analysis revealed 931 significantly increasing genes that less strongly increased in expression following loss of KDM2B compared to KDM2A/B together, and this set was enriched for genes with low expression level (Figure 5H). This suggests that KDM2A plays a role in restricting the expression of these genes following KDM2B removal. Together our findings demonstrate that KDM2B plays the predominant role in repressing gene expression, whilst KDM2A may cooperate with KDM2B to counteract expression at a subset of genes.

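Fold changes of *Kdm2b-CXXC fl/fl* and *Kdm2a/b-CXXC fl/fl* mESCs were compared over 15533 genes tested in both tables, which had been normalized separately. Across these genes, which are not independent replicates, Spearman's rho was 0.701 and Pearson's r 0.742, with an R2 of 0.55. Without a filter on low values rho was 0.576, and with a mean of at least 50 it was 0.744. Leaving out any 1 sample of either line kept rho between 0.668 and 0.705. Of 564 genes higher in *Kdm2b-CXXC fl/fl* mESCs and present in both tables, 543 (96.3%) were also higher in *Kdm2a/b-CXXC fl/fl* mESCs, where 168 would be shared by chance. This overlap was between 127 and 1880 over the fits that each left out 1 sample, the lowest without untreated replicate 3 of *Kdm2b-CXXC fl/fl* and the highest without its untreated replicate 1. With the replicate number as a blocking factor in both lines 2873 genes were shared, where chance gives 1144. The other pairs of lines gave lower correlations: 0.253 for *Kdm2a/b-JmjC fl/fl* and 0.089 for *Kdm2a-CXXC fl/fl* against *Kdm2b-CXXC fl/fl*, and 0.190 and 0.203 against *Kdm2a/b-CXXC fl/fl*. The lines had separate untreated samples. By the paper's methods the *Kdm2a/b-CXXC fl/fl* line was made from *Kdm2b-CXXC fl/fl* mESCs, and the other lines were not. Parentage is therefore not separated from genotype in these correlations.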

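Of the 4616 genes higher in *Kdm2a/b-CXXC fl/fl* mESCs and tested in both lines, 763 (16.5%) had a *Kdm2b-CXXC fl/fl* fold change more than 1.5 times smaller, and 32 had one more than 1.5 times larger. This difference was not tested gene by gene. A gene chosen for a high value in a line will often be lower in another. In the opposite direction, 49 of the 564 genes higher in *Kdm2b-CXXC fl/fl* mESCs (8.7%) had a fold change more than 1.5 times smaller in *Kdm2a/b-CXXC fl/fl* mESCs. With a mean value of at least 50, 408 genes were smaller in *Kdm2b-CXXC fl/fl*, the alternative that moved the count most apart from leaving out samples. The count was 406 without untreated replicate 1 of *Kdm2b-CXXC fl/fl*, 440 without treated replicate 1 of *Kdm2a/b-CXXC fl/fl* and 1317 without untreated replicate 2 of *Kdm2b-CXXC fl/fl*. The 763 genes had a median untreated level of 36.7 normalized reads, against 322.8 for the other 3853 higher genes and 558.4 for all genes in both tables. In *Kdm2a-CXXC fl/fl* mESCs their median log2 fold change was 0.131, against -0.008 for the other higher genes and -0.049 for all genes. With the authors' deposited shrunken fold changes 931 genes met the same criterion. From these genes the paper proposes that KDM2A restricts their expression after KDM2B removal.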

### KDM2 proteins regulate polymerase occupancy but not chromatin accessibility at CGIs

Gene regulatory elements and gene promoters are characterized by elevated chromatin accessibility (70–72), and this is thought to play an important role in regulating gene expression. Accessibility at CGI-associated gene promoters broadly correlates with transcriptional output, with the promoters of highly transcribed CGI-associated genes being more highly accessible (73). Therefore we wondered whether the increases in gene expression following removal of KDM2 proteins resulted from increases in the accessibility at CGI-associated gene promoters in the absence of KDM2A/B. To test this we carried out cATAC-seq following removal of KDM2 proteins. Importantly, we did not observe any significant change in the accessibility of CGI-associated gene promoters (Figure 6A; Supplementary Figure S6A and B), indicating that expression changes must manifest through effects on transcription that are independent of chromatin accessibility.

**Figure 6.**
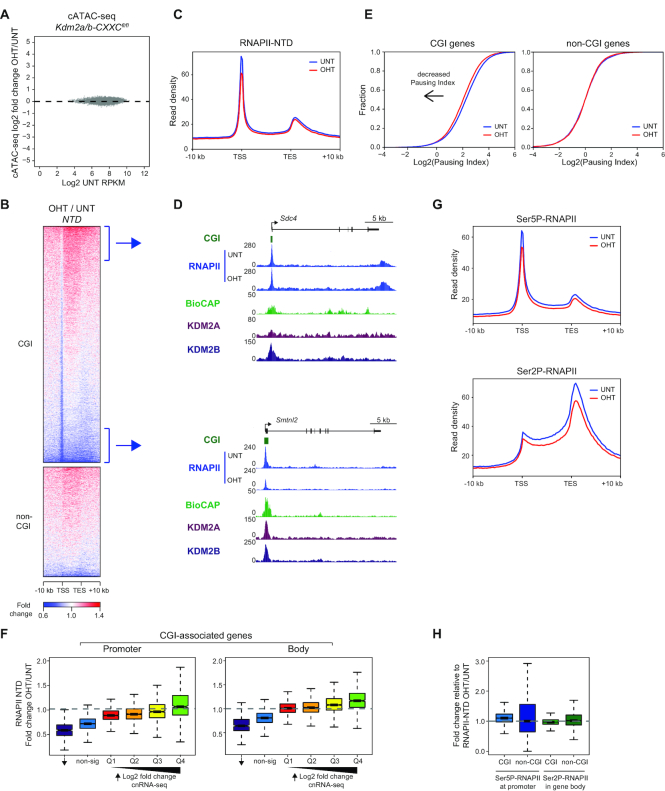
KDM2 proteins regulate RNAPII occupancy but not chromatin accessibility at CGI-associated gene promoters. (**A**) An MA-plot showing log2 fold change in the accessibility (cATAC-seq) of CGI-associated gene promoters in K*dm2a/b-CXXC^fl/fl^* mESCs following tamoxifen treatment. No promoters significantly changed in accessibility (p-adj < 0.05 and > 1.4-fold). (**B**) A heatmap of the fold change in RNAPII ChIP-seq signal following tamoxifen treatment of K*dm2a/b-CXXC^fl/fl^* mESCs, for CGI-associated (*n* = 14106) and non-CGI-associated (*n* = 6527) gene promoters. (**C**) A metaplot showing RNAPII enrichment at CGI-associated genes before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC^fl/fl^* mESCs. (**D**) Genomic snapshots showing RNAPII occupancy before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC^fl/fl^* mESCs, for (above) a representative gene that retains RNAPII at the promoter and increases in RNAPII occupancy throughout the gene body, and (below) a representative gene that decreases in RNAPII at both promoter and gene body regions. BioCAP and KDM2A and KDM2B ChIP-seq signal are shown for reference (63). (**E**) Empirical cumulative density function (ECDF) plots of RNAPII pausing index for CGI-associated (left) or non-CGI-associated (right) genes, before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC^fl/fl^* mESCs. (**F**) Boxplots showing the fold change in RNAPII occupancy at CGI-associated gene promoters (left) or gene bodies (right) following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs, for CGI-associated genes that significantly decreased in expression, with no significant change in expression (‘non-sig’), or that significantly increased in expression. Genes that significantly increased in expression were separated into quartiles according to their log2 fold change in expression (Q1 < Q2 < Q3 < Q4). (**G**) Metaplots showing Ser5P-RNAPII (upper panel) or Ser2P-RNAPII (lower panel) enrichment at CGI-associated genes before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC^fl/fl^* mESCs. (**H**) A boxplot showing the fold change in Ser5P-RNAPII at gene promoters (left) or Ser2P-RNAPII at gene bodies (right) following tamoxifen treatment of *Kdm2a/b-CXXC^fl/fl^* mESCs, normalized to RNAPII-NTD signal. The fold changes for CGI-associated and non-CGI-associated genes are shown.

To examine this possibility in more detail, we carried out cChIP-seq for RNAPII before and after removal of KDM2 proteins. This revealed on average a widespread decrease in RNAPII occupancy at the TSSs of CGI-associated genes (Figure 6B and C), which was reproducible between replicates (Supplementary Figure S6C). In the gene body, alterations in RNAPII occupancy appeared to be related to the level of RNAPII reduction at the gene promoter. Genes that retained promoter-associated RNAPII showed increased RNAPII in the gene body and promoters showing reduced RNAPII levels also had moderately reduced RNAPII in the gene body (Figure 6D). Importantly, these effects were restricted to CGI-associated genes, in agreement with the function of KDM2A/B at CGIs. To examine in more detail the nature of the defects in RNAPII function at CGI-associated gene promoters, we calculated the RNAPII pausing index, which is often used a proxy for RNAPII pause release (Supplementary Figure S6D). This showed a modest but clear decrease in pausing index when KDM2 proteins were removed (Figure 6E and Supplementary Figure S6E), which we also validated by ChIP-qPCR (Supplementary Figure S6F) and importantly this effect was not observed for non-CGI-associated genes. This suggests that removal of KDM2 proteins may contribute to an increased rate of RNAPII pause release from CGI-associated gene promoters. A comparison of the changes in RNAPII occupancy with the gene expression changes following KDM2 removal revealed a moderate positive correlation (Supplementary Figure S6G). Genes that decreased in expression lost RNAPII from both their promoter and gene body, consistent with their reduced transcriptional activity (Figure 6F and Supplementary Figure S6H). In contrast, the genes that most strongly increased in expression retained RNAPII at their promoter and had elevated RNAPII occupancy throughout the gene body. These effects on RNAPII could be explained by an increase in the rate of transcription initiation at genes that show large increases in expression which, when combined with an increased rate of pause release, results in the accumulation of RNAPII throughout the gene body and increases in transcript levels. In contrast, there was a dramatic reduction of RNAPII occupancy at both the promoter and body of genes which decreased in expression, consistent with their reduced transcription. Importantly, the change in the distribution of Ser5-phosphorylated RNAPII, which is enriched at promoter regions, and Ser2-phosphorylated RNAPII, which is enriched throughout gene bodies, resembled that of total RNAPII (Supplementary Figure S6I). There was no obvious shift in the position of either Ser2- or Ser5-phosphorylated RNAPII enrichment throughout CGI-associated genes (Figure 6G), and only minor changes in the relative enrichment of Ser5- or Ser2-phosphorylated RNAPII compared to total RNAPII at CGI gene promoters and gene bodies, respectively (Figure 6H). Together our findings suggest that KDM2 proteins play a role in regulating RNAPII activity at gene promoters, potentially by limiting initiation and pause release to constrain productive transcription from these regions of the genome.

## DISCUSSION

Chromatin modifying complexes are thought to play central roles in regulating gene expression through their enzymatic activities. Yet, for most of these complexes, the importance of their histone modifying activities in gene regulation remains to be tested. KDM2 histone demethylases have been proposed to contribute to an H3K36me2-depleted and transcriptionally permissive chromatin state at CGI-associated gene promoters (8,9). Alternatively, KDM2 demethylase activity has also been suggested to contribute to gene repression in some specific instances (19,33–37). However, the extent to which KDM2 proteins regulate gene expression and how this is related to their H3K36me2 demethylase activity has remained untested. Here, using combinatorial genetic perturbation and detailed genome-wide approaches, we discover that the histone demethylase activity of KDM2 proteins contributes modestly to the H3K36me2 depletion at CGI-associated gene promoters (Figure 1) and has minimal effects on gene expression (Figure 2). In contrast, using calibrated gene expression analysis we discover an unexpectedly widespread histone demethylase-independent role for KDM2 proteins in constraining the expression of CGI-associated genes (Figure 3). Importantly, repression by KDM2 proteins is not limited to polycomb target genes, which are known to be regulated by the KDM2B–PRC1 complex (Figure 4). Nevertheless, we find that KDM2B plays the predominant role in repressing expression, whilst KDM2A appears to contribute at a subset of genes (Figure 5). Finally, the effects of KDM2 proteins on gene expression are not mediated through changes in chromatin accessibility, but instead KDM2 proteins appear to play a role in constraining RNAPII occupancy and possibly pause release at CGI-associated gene promoters to limit transcription (Figure 6). Together, this demonstrates that KDM2 proteins regulate gene expression independently of their histone demethylase activity and through mechanisms that appear to regulate RNAPII function at CGI-associated gene promoters. These discoveries reveal an interesting new chromatin modification-independent role for CGIs and the KDM2 proteins in constraining gene expression.

Our understanding of how histone modification states are specified and regulated remains poorly understood. In the context of histone H3K36, NSD1–3 and ASH1L, the main H3K36me1/2 methyltransferases, can associate with gene promoters and genic regions, and H3K36me2 blankets most of the genome (74–79). However, our genome-wide profiling of H3K36me2 reveals that the bodies of highly transcribed genes and CGI-associated gene promoters are exceptions to this, being uniquely depleted of H3K36me2. This suggests that mechanisms must function to shape H3K36me2 at distinct regions of the genome. The depletion of H3K36me2 in highly transcribed gene bodies is likely due to conversion to H3K36me3 by the SETD2 protein, which interacts with RNAPII and functions as an H3K36 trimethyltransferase in gene bodies during transcriptional elongation (80–88). We and others had previously proposed that the H3K36me2-depleted state at CGI-associated gene promoters relies on KDM2 proteins to actively remove H3K36me2 from these regions. Now, using a cell system where we can induce the removal of KDM2 demethylase activity, we show that KDM2 enzymes contribute modestly to depletion of H3K36me2 at CGI-associated gene promoters. This suggests that the activity of NSD/ASH1L may be inhibited, or that other histone demethylases may compensate for the loss of KDM2 enzymes, at these regions of the genome. The latter of these two possibilities seems the most likely, as KDM4A-C demethylases catalyse the removal of H3K36me2/3 (89–92) and also associate broadly with gene promoters (93,94). It is also possible that KDM2 demethylases initiate H3K36me2-depletion at CGIs and other mechanisms, possibly including KDM4 demethylases, are required for its maintenance. Therefore, determining whether the H3K36me2-depleted state at CGI-associated gene promoters results from active removal of this modification and contributes to gene regulation awaits further investigation, including combinatorial removal of KDM2 and KDM4 demethylase activity.

When studied in the context of individual genes, KDM2A and KDM2B have been proposed to function in both gene activation and repression. However, which of these activities is most prevalent and whether these paralogous proteins function together to achieve appropriate gene regulation have remained unknown. Using combinatorial inducible genetic perturbation strategies and calibrated RNA-seq we now reveal that KDM2 proteins function primarily as repressors of gene expression and elicit their effects via a demethylase-independent mechanism. Gene repression by KDM2 proteins is remarkably widespread but largely restricted to CGI-associated genes, in agreement with the occupancy of KDM2 proteins at these regions of the genome through their ZF-CxxC DNA binding domain. However, lowly expressed genes were more susceptible to increases in gene expression when KDM2 proteins were removed. Therefore, KDM2 proteins may function to generically constrain transcription from CGI-associated gene promoters, but only function to counteract low-level activation signals. In agreement with this suggestion, CGI-associated genes that are already highly expressed are largely unaffected by KDM2 loss, despite the fact that KDM2 proteins occupy their promoters. In the context of these observations, we propose that the repressive activity of KDM2 proteins may effectively create a CGI-imposed barrier to gene activation which protects against low-level or inappropriate gene activation signals. This could be particularly important in the context of cellular differentiation where excessive gene expression noise or precocious gene activation may have deleterious consequences for the highly orchestrated cascade of gene expression events that lead to appropriate acquisition of new cell fates. Indeed, whilst embryoid body formation was largely unperturbed following loss of KDM2 demethylase activity (Supplementary Figure S7A), removal of KDM2 proteins from chromatin led to major gene expression defects and the failure to appropriately induce the expression of a variety of developmental genes (Supplementary Figure S7B). This may be the consequence of inappropriate gene expression that manifests in the ESC state that precludes induction of a normal differentiation programme.

Gene repression by the KDM2 proteins occurs independently of their JmjC domain and histone demethylase activity, raising the interesting question of how they repress gene expression. By examining the binding of RNAPII and its modified forms throughout the genome following loss of KDM2 proteins, we discover that there is a widespread reduction in RNAPII occupancy at CGI-associated gene promoters. This suggests that one activity of KDM2 proteins at CGIs may be to constrain productive transcription, perhaps through a process that directly regulates RNAPII pause release. It is intriguing to note that, on average, RNAPII occupancy moderately decreased in gene bodies following loss of KDM2 proteins, despite a widespread increase in gene expression. This raises the possibility that there are further alterations to RNAPII behaviour, such as elongation rate, following KDM2 removal. Based on these observations, an important area of future work will be to examine the mechanisms by which KDM2 proteins affect RNAPII activity and to determine how direct this is.

We speculate that one mechanism by which KDM2 proteins could potentially modulate RNAPII-dependent transcription processes is through ubiquitylation. This is because, in addition to their JmjC domains, KDM2 proteins also encode FBOX and LRR domains. FBOX domains bind a protein called SKP1, and we and others have previously shown that KDM2A and KDM2B both interact with SKP1 (15,40,95,96). SKP1 is a central component of SCF-type E3 ubiquitin ligase complexes (97), whilst FBOX-containing proteins are thought to confer substrate specificity for SCF complexes through additional domains such as the LRR domain (98). This suggests that KDM2 proteins might identify target proteins for ubiquitylation. Indeed, KDM2B was reported to ubiquitylate the transcription factor c-Fos, leading to its degradation by the proteasome (99). KDM2A has also been proposed to possess E3 ligase activity, as its overexpression stimulates 53BP1 ubiquitylation (100). The specificity of these putative KDM2 E3 ubiquitin ligase complexes remains to be investigated. However, given that KDM2 proteins act broadly to repress gene expression and may regulate RNAPII activity, one might envisage that KDM2 proteins could regulate a component of the core transcriptional machinery or another general modulator of gene transcription. Therefore, in future work it will be interesting to explore whether KDM2 proteins have a role in proteostasis at CGIs and to understand whether this contributes to their function in the repression of gene expression and the regulation of RNAPII activity.

In conclusion, we discover that KDM2 proteins are CGI-specific transcriptional repressors that appear to function to constrain low-level gene activation signals. Interestingly, DNA situated in CGIs is known to be highly accessible, differentiating it from much of the rest of the genome. It has been proposed that this accessibility highlights the location of gene regulatory elements within large and complex vertebrate genomes, and allows transcriptional regulators and the transcriptional machinery to more easily access the underlying DNA and enable gene expression. However, an unintended consequence of this CGI-associated accessibility may be that it renders these regions susceptible to low-level and potentially inappropriate gene activation signals. We speculate that, in response to this potentially deleterious side effect of CGI accessibility, KDM2 proteins may have evolved to bind CGIs and constrain transcription. Indeed, we show that loss of KDM2 proteins does not affect accessibly at CGIs but does broadly affect gene expression and RNAPII occupancy. Therefore we propose that CGIs create an appropriate balance of transcriptionally permissive and restrictive activities to help control gene expression.

## DATA AVAILABILITY

Datasets have been deposited in the Gene Expression Omnibus (GEO) with accession number GSE126864.

## Supplementary Material

gkz607_Supplemental_File Click here for additional data file.

# Supplementary material for: KDM2 proteins constrain transcription from CpG island gene promoters independently of their histone demethylase activity
**Source:** Nucleic Acids Res. 2019 Jul 31;47(17):9005–23. doi: 10.1093/nar/gkz607
**Supplement:** gkz607_Supplemental_File

## SUPPLEMENTARY FIGURES

### Supplementary Figure 1 – Related to Figure 1.

- (A) A schematic representation of the *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESC line, in which loxP sites were inserted into the *Kdm2a* and *Kdm2b* genes flanking exons that encode the JmjC domain.
- (B) ChIP-qPCR analysis showing KDM2A (upper panel) and KDM2B (lower panel) enrichment relative to input in *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESCs before (UNT) and after tamoxifen treatment (OHT). Error bars show standard error of the mean of three biological replicates.
- (C) Quantitation of western blots of histone extract from *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESCs, before (UNT) and after 96 hours of tamoxifen treatment (OHT). Signal is normalised to histone H4 and is represented relative to average UNT signal. Error bars show standard deviation of three biological replicates. Significance was tested using a Student's T-test (non-significant (ns) if  $p > 0.05$ ).
- (D) Representative western blots. Histone H4 is shown as a loading control.
- (E) Genomic snapshots of CGI-associated gene promoters showing normalised H3K36me2 ChIP-seq signal before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESCs.
- (F) ChIP-qPCR analysis showing H3K36me2 enrichment relative to input in *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESCs before (UNT) and after tamoxifen treatment (OHT). Error bars show standard error of the mean of three biological replicates.
- (G) Boxplots showing CpG density (left) and size (right) of intragenic and promoter-associated CGIs.
- (H) A metaplot of cnRNA-seq signal in *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESCs, for CGI-associated genes separated into quartiles according to their expression level ( $Q1 < Q2 < Q3 < Q4$ ) and for non-CGI-associated genes. Genes were scaled to the same length and aligned at their TSS and TES.
- (I) A metaplot showing normalised H3K36me2 ChIP-seq signal for highly expressed CGI-associated genes ( $Q4$ , as above), excluding genes that are less than 3 kb in length.
- (J) A scatter plot comparing the enrichment of H3K36me2 and H3K36me3 in the gene body of highly expressed CGI-associated genes ( $Q4$ , as above) (1). The solid line shows the linear regression, and the coefficient of determination ( $R^2$ ) and Spearman correlation coefficient (Cor) are annotated.

### Supplementary Figure 2 – Related to Figure 2.

- (A) A metaplot showing enrichment of ATAC-seq signal at the TSS of all CGI-associated genes ( $n=14106$ ) before (UNT, blue) and after tamoxifen treatment (OHT, red) of *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESCs.

### Supplementary Figure 3 – Related to Figure 3.

- (A) A schematic representation of the *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESC line, in which loxP sites were inserted into the *Kdm2a* and *Kdm2b* genes flanking exons that encode the ZF-CxxC domain. sgRNA.1 and sgRNA.2 indicate the position of CRISPR-mediated loxP insertion.

- (B) ChIP-qPCR analysis showing KDM2A (left panel) and KDM2B (right panel) enrichment relative to input in *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs before (UNT) and after tamoxifen treatment (OHT). Error bars show standard error of the mean of three biological replicates.
- (C) ChIP-qPCR analysis showing H3K36me2 enrichment relative to input in *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs before (UNT) and after tamoxifen treatment (OHT). Error bars show standard error of the mean of three biological replicates.
- (D) Droplet digital PCR analysis, showing the fold change in template cDNA concentration following tamoxifen treatment (OHT) of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs (blue). Error bars show standard deviation of three biological replicates. 

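The calibrated nuclear RNA values of *Kdm2a/b-CXXC fl/fl* mESCs, from 4 untreated and 4 treated samples, are given here for genes of the panel; the droplet digital PCR was a separate measurement and was not analysed here. *Igf2* rose from 108 ± 11.7 to 968 ± 207 normalized reads (SD, n = 4 each), which is 8.81-fold on the log2(value + 1) scale. *Klf8* fell from 1779 ± 89.0 to 514 ± 98.1 normalized reads, 0.286 of its untreated level. The adjusted p-values of these genes were 3.52e-58 and 1.18e-23 (limma with Benjamini-Hochberg adjustment). *Cdk5rap3*, *Gmpr2* and *Mpc2* rose 1.52-fold, 1.51-fold and 1.54-fold, with adjusted p-values of 0.00125, 0.00755 and 0.00643 from limma with Benjamini-Hochberg adjustment and every treated sample above every untreated one. After rescaling to the same median over mouse genes these were 1.21-fold, 1.20-fold and 1.22-fold, and without treated replicate 1 *Cdk5rap3* (1.36-fold) and *Gmpr2* (1.33-fold) also fell below 1.4-fold. The changes of *Nsmce4a*, *Sos1* and *Top2a* were each 1.26-fold and did not pass the test (adjusted p of 0.0924, 0.0760 and 0.0609 from limma with Benjamini-Hochberg adjustment). With the replicate number as a blocking factor these were 0.0637, 0.0481 and 0.0366 in the same limma test, under 0.05 for *Sos1* and *Top2a*, with a fold change that stayed below 1.4, and the authors' deposited DESeq2 values were 0.0489, 0.0302 and 0.0234. *Map2k1*, *Dbt* and *Bzw2* had log2 fold changes of 0.00 (adjusted p of 0.985, 0.990 and 0.982 from limma with Benjamini-Hochberg adjustment), and treated samples lay on both sides of the untreated ones. After rescaling the last 3 genes fell by 0.34 on the log2 scale each, and *Nsmce4a*, *Sos1* and *Top2a* were at 0.00. Treated replicate 1 gave the highest *Gmpr2* value, 510 normalized reads, against at most 310 in the other treated samples, and untreated replicate 1 the highest without tamoxifen, 280. Annotated genes overlap *Igf2*, *Gmpr2*, *Sos1*, *Top2a*, *Map2k1*, *Dbt* and *Bzw2*.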

The fold change calculated by cnRNA-seq is shown for comparison (green), and the significance of this change is annotated below the graph. The dashed lines represent no change in expression (black) and the 1.4 fold change threshold used for cnRNA-seq analysis (red).
- (E) An MA-plot showing log2 fold change in gene expression in *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs following tamoxifen treatment (OHT), normalising nRNA-seq data to total library size. The number of genes with significantly increased or decreased expression ( $p\text{-adj} < 0.05$  and  $> 1.4\text{-fold}$ ) is shown in red and density of gene expression changes is shown on the right.
- (F) A bar graph comparing the distribution of genes into three classes – non-CGI, polycomb (PRC) occupied and non-PRC occupied – for all genes and for genes that significantly decreased in expression following tamoxifen treatment of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs. Non-CGI genes are genes that lack a CGI at their promoter. Non-PRC-occupied genes have a CGI promoter that is not bound by polycomb complexes, while PRC-occupied genes have a CGI promoter that is bound by polycomb complexes.

#### Supplementary Figure 4 – Related to Figure 4.

- (A) Metaplots showing enrichment of H2AK119ub1 and H3K27me3 ChIP-seq signal at the TSS of all CGI-associated genes ( $n=14106$ , green) and of the subset of these genes that significantly increased in expression following tamoxifen treatment of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs ( $n=3879$ , red).
- (B) Genomic snapshots of typical polycomb target genes showing cnRNA-seq and ChIP-seq for H2AK119ub1, H3K27me3, KDM2A and KDM2B before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs.
- (C) Metaplots showing enrichment of H2AK119ub1 and H3K27me3 ChIP-seq signal at the TSS of all CGI-associated genes ( $n=14106$ ) before (UNT, blue) and after tamoxifen treatment of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs (OHT, red).
- (D) ChIP-qPCR analysis showing H3K27me3 enrichment relative to input in *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs before (UNT) and after tamoxifen treatment (OHT). Error bars show standard error of the mean of three biological replicates.
- (E) Metaplots showing enrichment of H2AK119ub1 and H3K27me3 ChIP-seq signal at the TSS of all CGI-associated genes ( $n=14106$ ) before (UNT, blue) and after tamoxifen treatment of *Kdm2a/b-JmjC<sup>fl/fl</sup>* mESCs (OHT, red).

- (F) Genomic snapshots of typical polycomb target genes showing cnRNA-seq and ChIP-seq for H2AK119ub1 and H3K27me3 before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-Jmjc<sup>fl/fl</sup>* mESCs. ChIP-seq for KDM2A and KDM2B is shown for reference.
- (G) ChIP-qPCR analysis showing H3K27me3 enrichment relative to input in *Kdm2a/b-Jmjc<sup>fl/fl</sup>* mESCs before (UNT) and after tamoxifen treatment (OHT). Error bars show standard error of the mean of three biological replicates.
- (H) A scatter plot comparing the log2 fold change in gene expression (cnRNA-seq) following tamoxifen treatment of *Kdm2a/b-CXXC<sup>fl/fl</sup>* and *Pcgf1<sup>fl/fl</sup>* mESCs. The solid line shows the linear regression, and the coefficient of determination ( $R^2$ ) and Spearman correlation coefficient (Cor) are annotated.

#### Supplementary Figure 5 – Related to Figure 5.

- (A) Western blot analysis for KDM2A and KDM2B in *Kdm2a-CXXC<sup>fl/fl</sup>* mESCs before (UNT) and after 96 hours of tamoxifen treatment (OHT). BRG1 is shown as a loading control for both blots. Asterisks indicate non-specific bands.
- (B) As (A) but for *Kdm2b-CXXC<sup>fl/fl</sup>* mESCs.

#### Supplementary Figure 6 – Related to Figure 6.

- (A) MA-plots showing log2 fold change in the accessibility (cATAC-seq) of CGI-associated gene promoters in *Kdm2a-CXXC<sup>fl/fl</sup>* (left) or *Kdm2a-CXXC<sup>fl/fl</sup>* (right) mESCs following tamoxifen treatment. No promoters significantly changed in accessibility ( $p\text{-adj} < 0.05$  and  $> 1.4$ -fold).
- (B) Metaplots showing enrichment of cATAC-seq signal at the TSS of all CGI-associated genes ( $n=14106$ ) before (UNT, blue) and after tamoxifen treatment (OHT, red) of *Kdm2a/b-CXXC<sup>fl/fl</sup>* (left), *Kdm2a-CXXC<sup>fl/fl</sup>* (middle), and *Kdm2b-CXXC<sup>fl/fl</sup>* (right) mESCs.
- (C) Metaplots showing RNAPII enrichment at CGI-associated genes before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs, for three individual biological replicates.
- (D) An illustration of the pausing index, the ratio of the average read density of RNAPII-NTD at the promoter and the average read density of RNAPII in the gene body.
- (E) Scatter plots comparing the fold change in pausing index with the fold change in RNAPII occupancy at CGI-associated gene promoters (left) or gene bodies (right), following tamoxifen treatment of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs. The solid line shows the linear regression, and the coefficient of determination ( $R^2$ ) and Spearman correlation coefficient (Cor) are annotated.
- (F) A bar graph showing the fold change in pausing index following tamoxifen treatment of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs measured by RNAPII ChIP-qPCR at gene promoter and body regions (blue) or by RNAPII ChIP-seq (red). Error bars show standard error of the mean of three biological replicates.
- (G) Scatter plots comparing the log2 fold change in gene expression (cnRNA-seq) with the log2 fold change in RNAPII occupancy (ChIP-seq) following tamoxifen treatment of *Kdm2a/b-CXXC<sup>fl/fl</sup>* mESCs, at CGI-associated gene promoters (left) or gene bodies (right). The solid line

shows the linear regression, and the coefficient of determination ( $R^2$ ) and Spearman correlation coefficient (Cor) are annotated.

- (H) Metaplots showing RNAPII enrichment before (UNT) and after tamoxifen treatment (OHT) of *Kdm2a/b-CXXC<sup>f/f</sup>* mESCs, for significantly downregulated CGI-associated genes (left) and for the top quartile of significantly upregulated CGI-associated genes (right).
- (I) Heatmap analyses of the fold change in RNAPII, Ser5-RNAPII or Ser2P-RNAPII ChIP-seq signal following tamoxifen treatment of *Kdm2a/b-CXXC<sup>f/f</sup>* mESCs, for CGI-associated (n=14106) and non-CGI-associated (n=6527) gene promoters.

### Supplementary Figure 7

- (A) RT-qPCR gene expression analysis of developmental genes during an embryoid body differentiation time course, using *Kdm2a/b-JmJC<sup>f/f</sup>* mESCs before (UNT) or after tamoxifen treatment (OHT). Expression is shown relative to an average of two house-keeping genes. Error bars show standard error of the mean of three biological replicates.
- (B) As (A), but for *Kdm2a/b-CXXC<sup>f/f</sup>* mESCs.

### REFERENCES

1. Brookes, E., de Santiago, I., Hebenstreit, D., Morris, K.J., Carroll, T., Xie, S.Q., Stock, J.K., Heidemann, M., Eick, D., Nozaki, N. *et al.* (2012) Polycomb associates genome-wide with a specific RNA polymerase II variant, and regulates metabolic genes in ESCs. *Cell stem cell*, **10**, 157-170.
2. Long, H.K., Sims, D., Heger, A., Blackledge, N.P., Kutter, C., Wright, M.L., Grutzner, F., Odom, D.T., Patient, R., Ponting, C.P. *et al.* (2013) Epigenetic conservation at gene regulatory elements revealed by non-methylated DNA profiling in seven vertebrates. *eLife*, **2**, e00348.
3. Fursova, N.A., Blackledge, N.P., Nakayama, M., Ito, S., Koseki, Y., Farcas, A.M., King, H.W., Koseki, H. and Klose, R.J. (2019) Synergy between Variant PRC1 Complexes Defines Polycomb-Mediated Gene Repression. *Molecular cell*, **74**, 1020-1036.e1028.

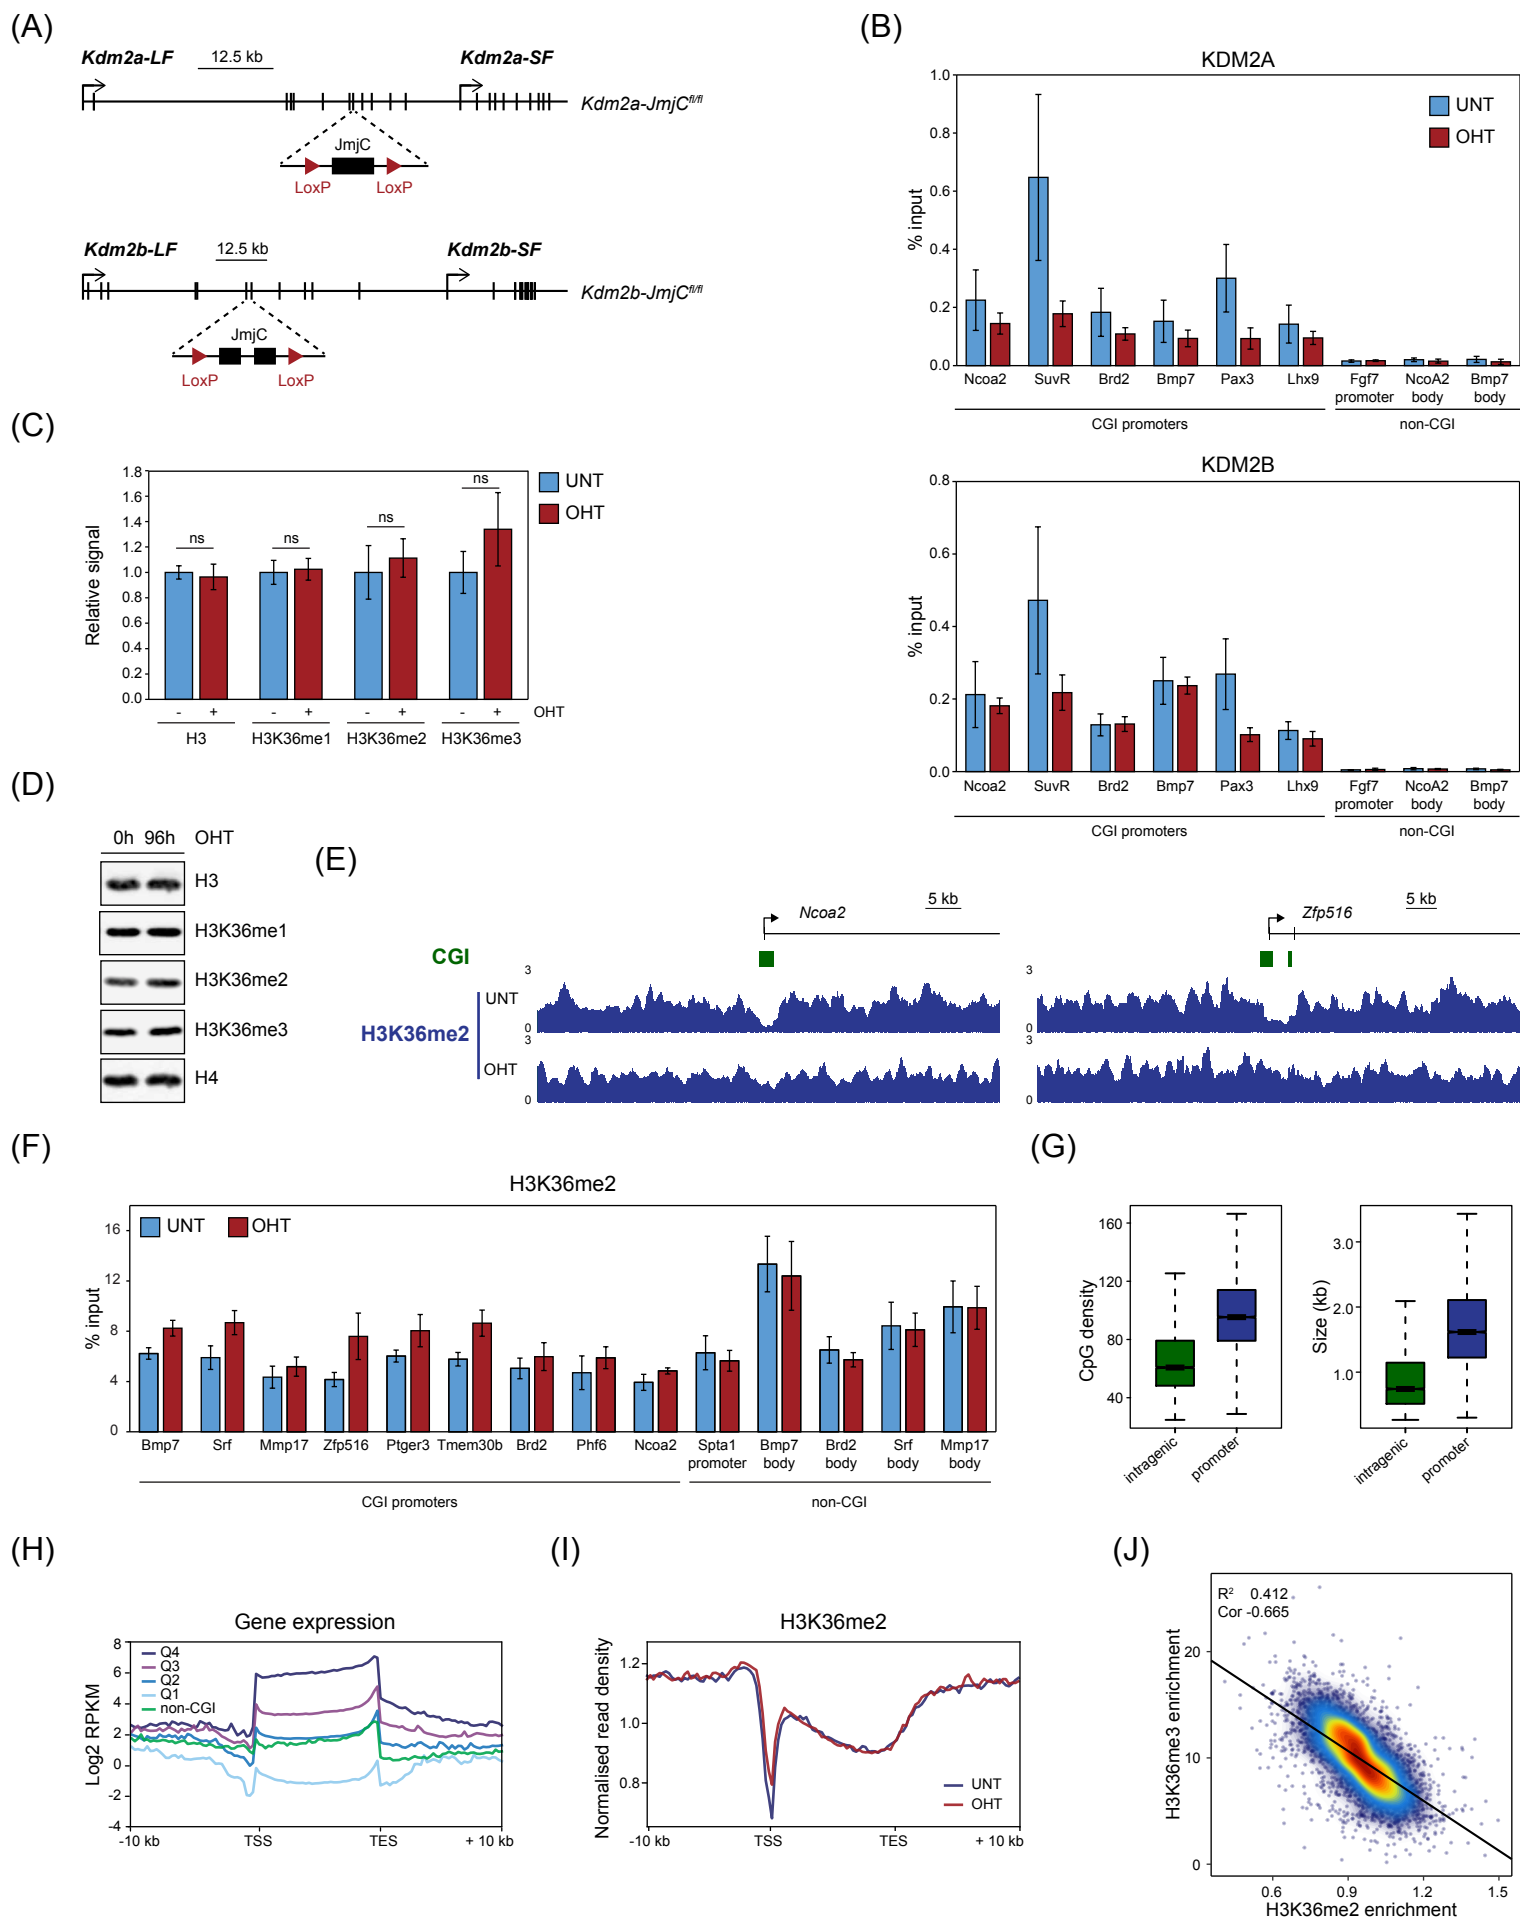

Supplementary Figure 1

(A)

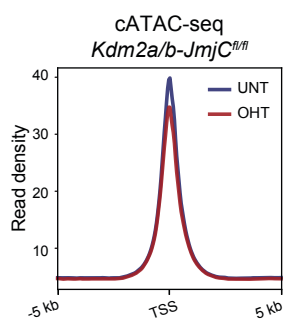

Supplementary Figure 2

(A)

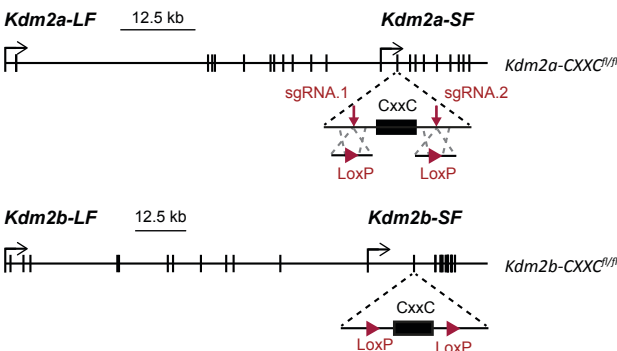

(B)

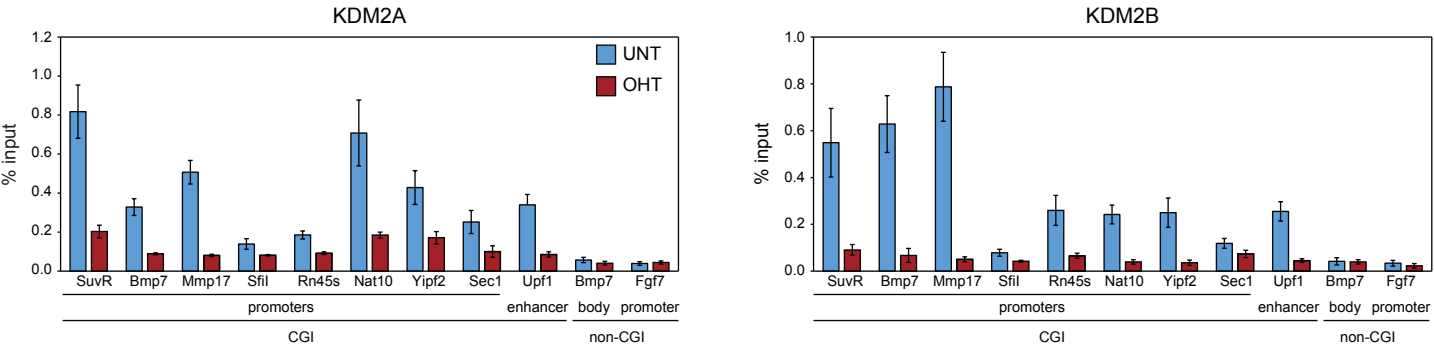

(C)

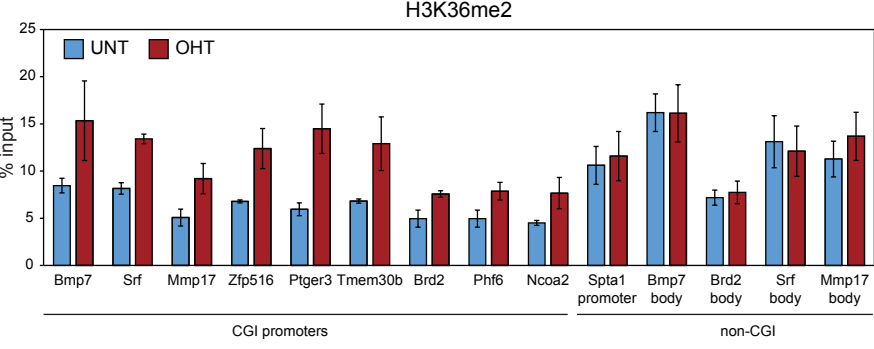

(E)

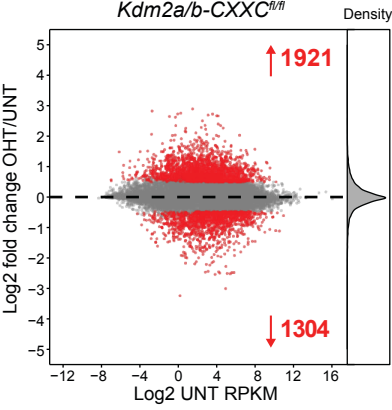

(D)

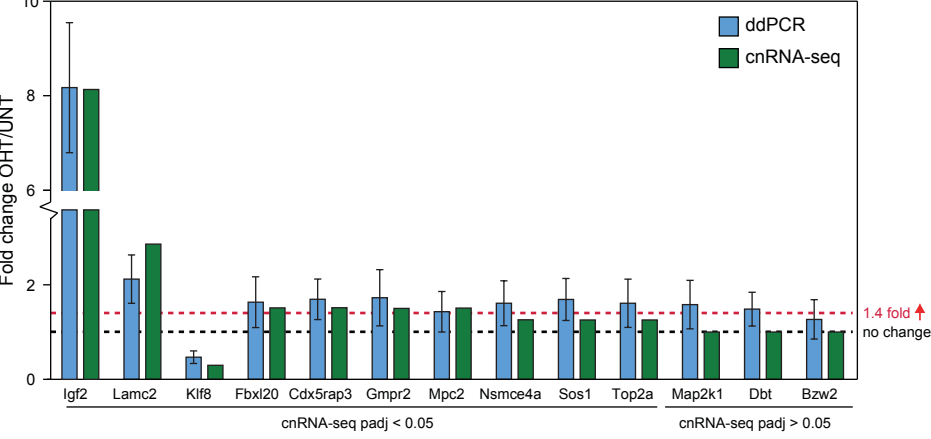

(F)

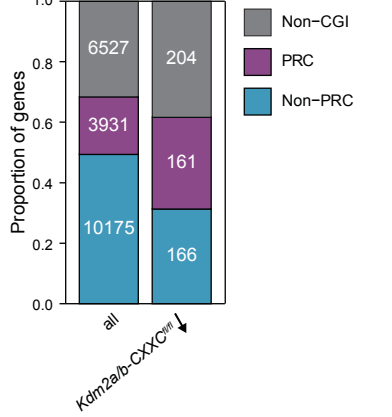

Supplementary Figure 3

(A)

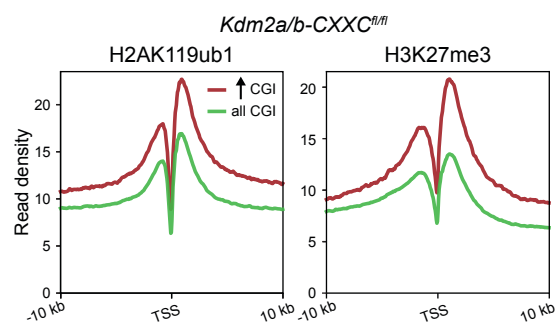

(B)

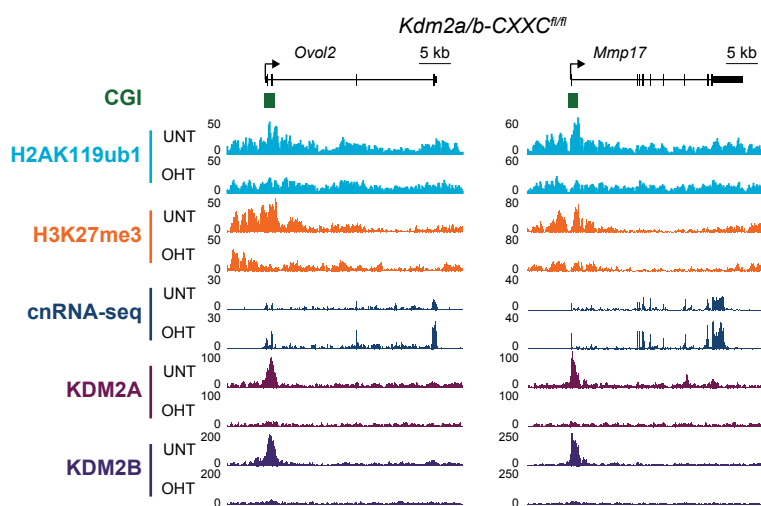

(C)

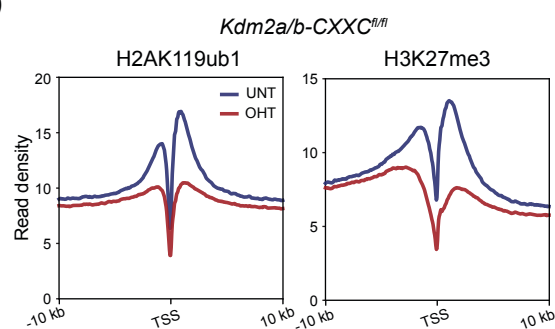

(D)

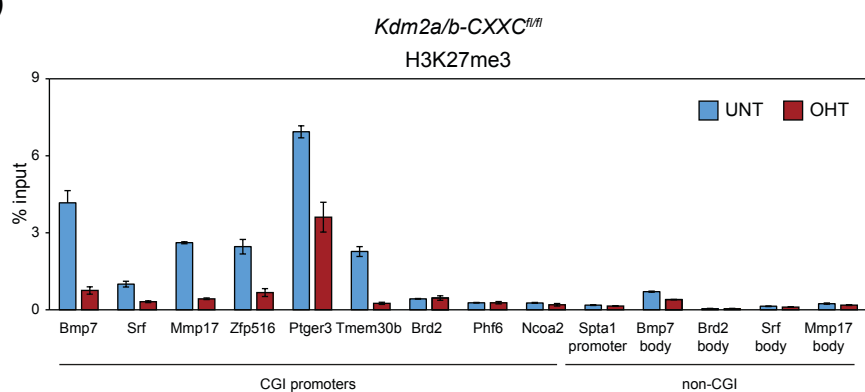

(E)

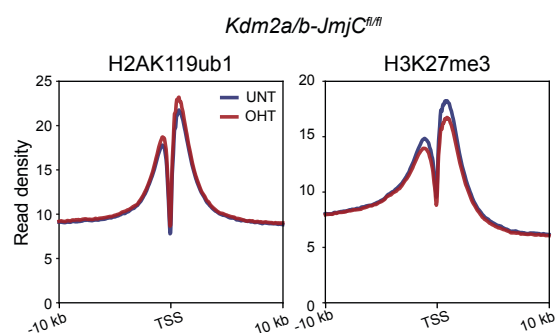

(F)

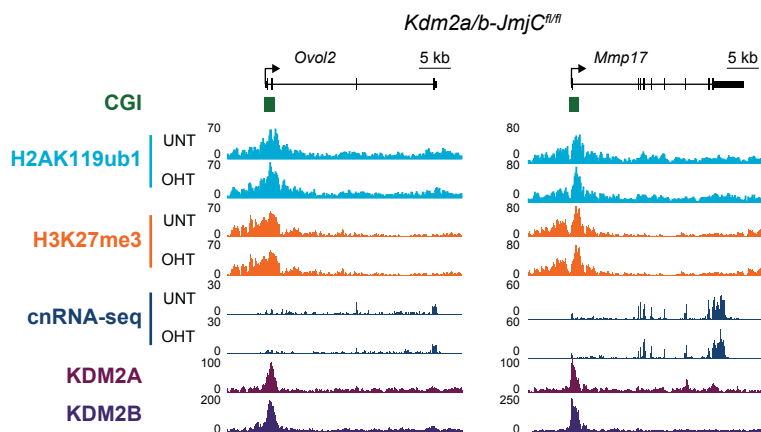

(G)

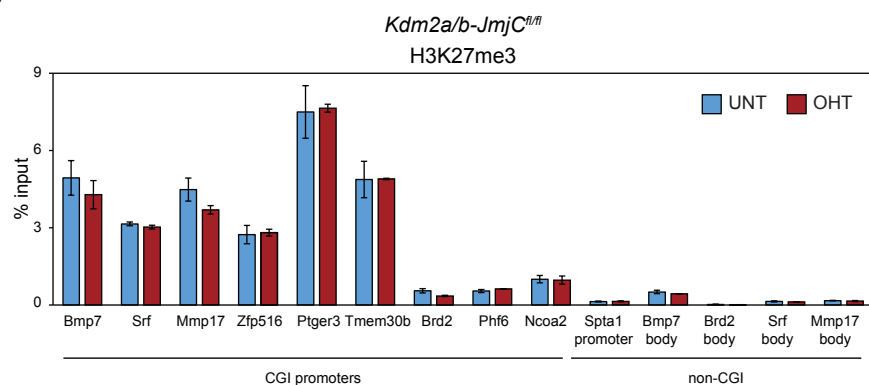

(H)

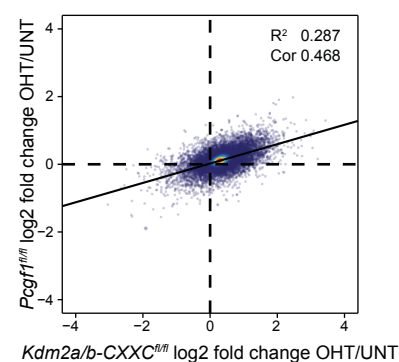

Supplementary Figure 4

(A)

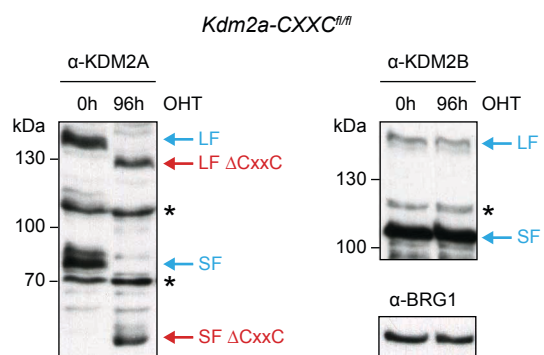

(B)

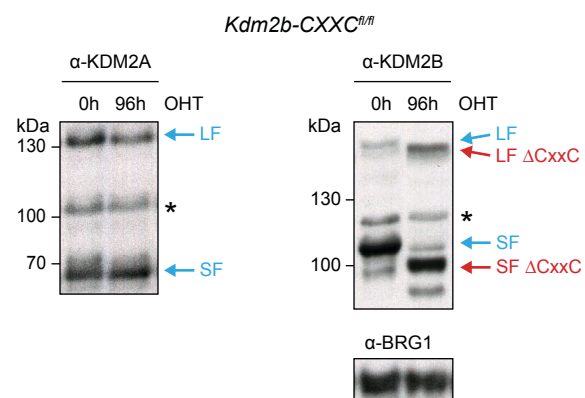

Supplementary Figure 5

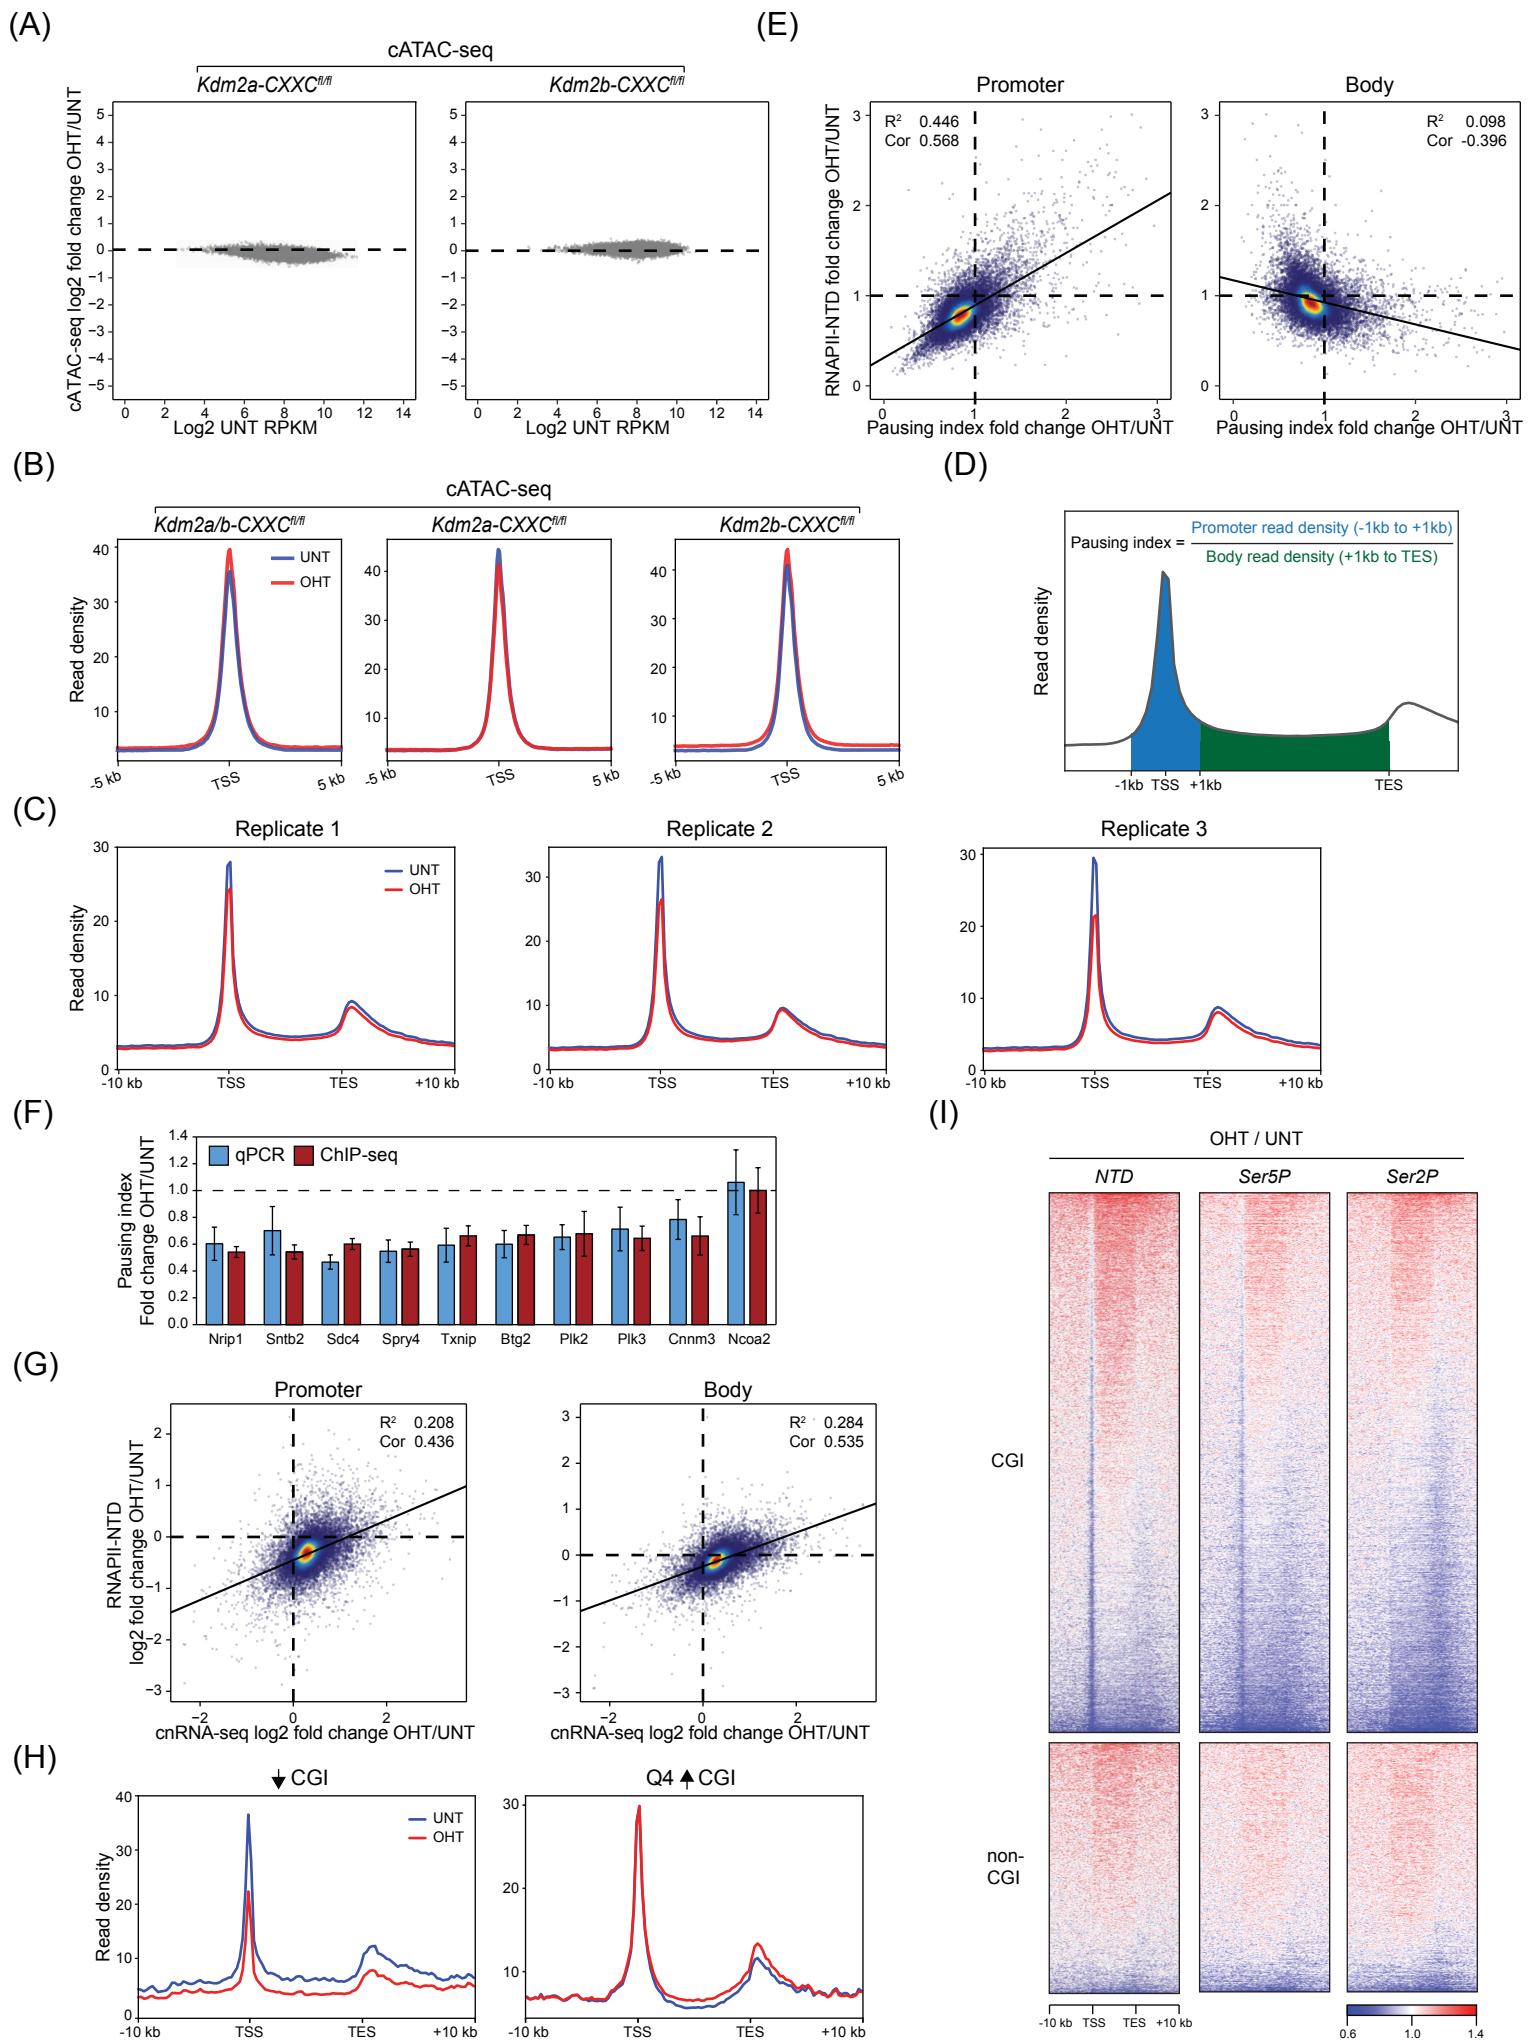

Supplementary Figure 6

(A)

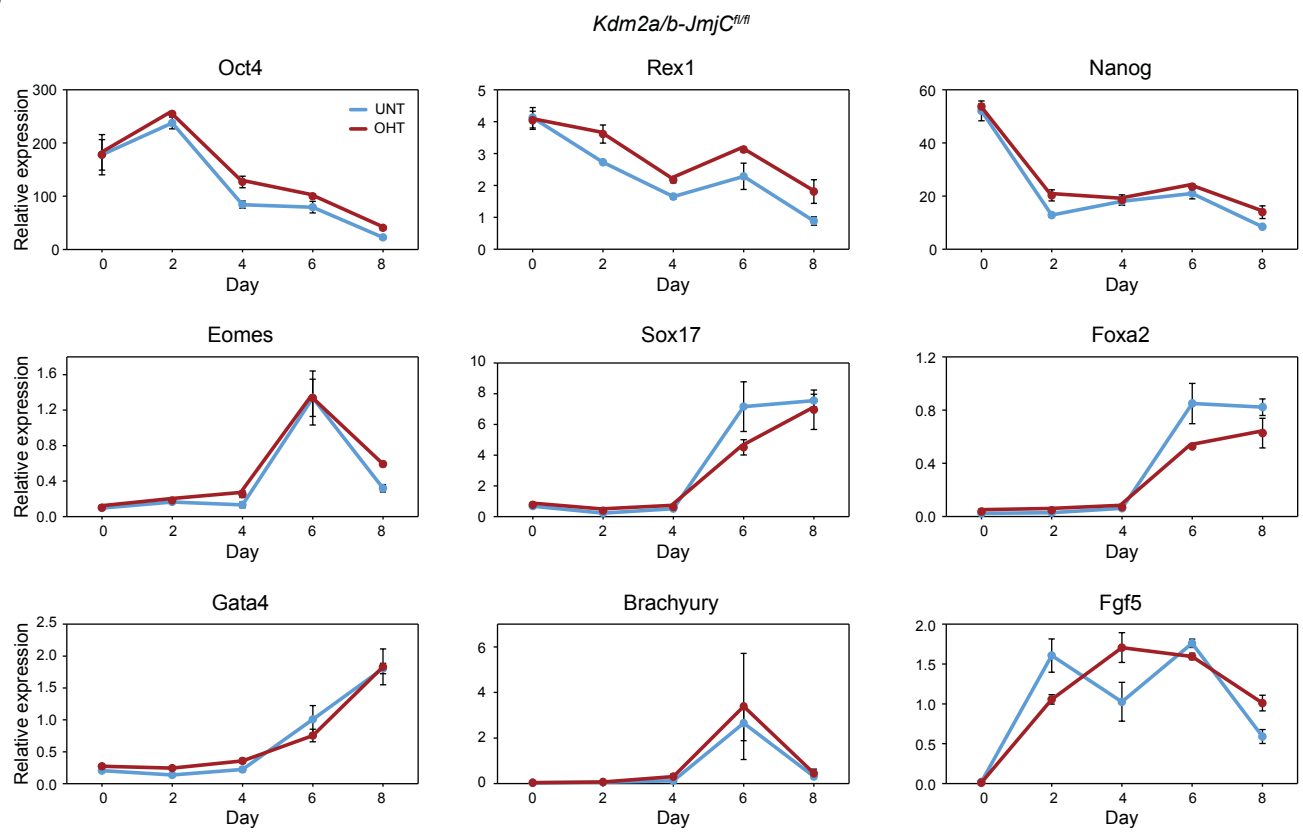

(B)

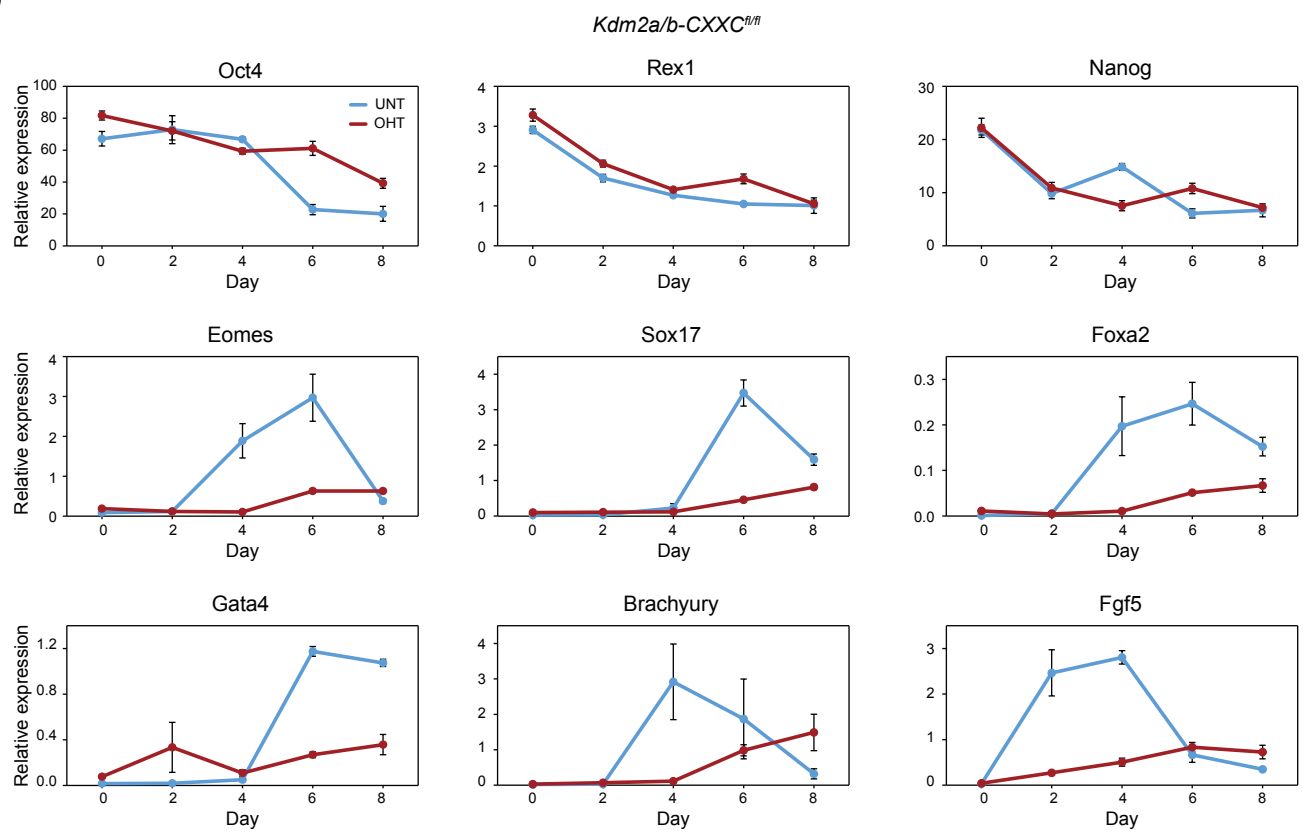

Supplementary Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

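Nuclear RNA from 4 mouse embryonic stem cell lines was analysed, *Kdm2a/b-JmjC fl/fl* (3 untreated and 3 treated samples), *Kdm2a/b-CXXC fl/fl* (4 and 4), *Kdm2a-CXXC fl/fl* (3 and 3) and *Kdm2b-CXXC fl/fl* (3 and 3). Treatment was 800 nM tamoxifen for 96 h. The 26 libraries are held in 5 deposited tables, since the *Kdm2a/b-CXXC fl/fl* libraries were deposited with 2 normalizations. Conditions and replicate numbers were taken from the sample titles and the matching column names. Chromatin accessibility, ChIP-seq, bisulfite and PCR data were not analysed here.

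According to the authors' methods, reads on rRNA were removed with Bowtie 2, the remaining reads were aligned with STAR and then Bowtie 2 to mm10 joined with dm6, PCR duplicates were removed with SAMtools, and reads were counted on a custom set of 20633 genes. The signal columns of the deposited tables hold these reads divided by a size factor per library, which the authors took from *Drosophila* reads corrected by the input genomic DNA or, in 1 table, from mouse reads. The log2 fold changes in the tables were made by the authors with DESeq2, as deposited, in an unshrunken and a shrunken form. The p-value and adjusted p-value columns come from the authors' DESeq2 test as deposited. The score column of the tables is the authors' DESeq2 test statistic as deposited. A DESeq2 model with replicate number and treatment, run on the recovered reads, gave the deposited unshrunken log2 fold change within 0.01 for 100.0% of the genes in each table. Whether counting took the strand of a read into account is not stated in the text that was read, so genes that overlap others are marked as uncertain: of 34 genes examined 18 overlap another annotated gene, 4 of them a protein-coding one. Symbols, coordinates and transcript sequences came from mm10 annotation. Accessions with the same symbol were kept apart.

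Whole reads were recovered by dividing each library's values by its size factor, and 100.0% of values came out whole. The lowest total on genes was 25209493 reads and the highest 54535725. The 10 genes with most reads took between 1.97 and 2.64% of a library. Depth limits genes with low values most, and replicate spread was well above sampling noise.

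The main test was limma 3.58.1 with trend and robust settings on log2(value + 1) for genes with a mean of at least 10, in each line separately and without a block, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a fold change over 1.4. The per-sample median of log2 differences was compared by two-sided exact permutation. The genes named are those that the paper names and, per line and direction, the 3 with the largest change among called genes with a mean of at least 50 and groups without overlap. Of these, 2 are not reported here. Gene lists were tested with limma's camera and fry, and compared with 10000 random lists matched on level and length. The 12 lists are pluripotency, 2-cell-like, primitive endoderm, p53 targets, *Hox*, *Wnt*, *Fgf*, cadherins and protocadherins, proteasome subunits, ribosomal proteins, mitochondrial ribosomal proteins and histones. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

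The tests were also tried on simulated data in which 200 genes were changed, with and without a deviation shared by libraries of the same replicate number. Without the shared deviation the main test recovered 198 of the genes at the levels and depths of *Kdm2a/b-CXXC fl/fl* and 200 at those of *Kdm2a/b-JmjC fl/fl*. With it the main test recovered 160 and 57, and the test with a block 199 and 200, so that the main test can miss many changed genes where libraries of the same number deviate together. Whether the numbers pair the samples was checked from correlations of deviations across genes. These were above 0.1 for every pair in *Kdm2a/b-JmjC fl/fl* (from 0.316 to 0.59) and *Kdm2b-CXXC fl/fl* (from 0.177 to 0.26), but not in *Kdm2a/b-CXXC fl/fl* (from 0.074 to 0.172) or *Kdm2a-CXXC fl/fl* (from -0.021 to 0.59), where pairing rests on the authors' deposited model.

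Alternatives were pseudocounts of 0.1 and 5, no filter and a mean of at least 50, rescaling to the median ratio over mouse genes, edgeR and DESeq2 on recovered reads, a block for replicate number, and each replicate left out. DESeq2 with the block, the level per kb of gene, the CpG-rich measure and its variants, and the odds ratios within deciles for higher genes were chosen after the values had been seen. The CpG-rich measure stands in for a promoter measure set in advance, which needs the genome sequence and was not run. Symbols of the gene lists were matched again after a first run of camera, in which histones had no match. The between-line p-values were printed before the wording of the tests for the closing section was corrected, and some of those tests had been reworded after their results were seen. The first wordings were then restored and later ones kept beside them as chosen afterwards. For the test of the mixing of cells, the deciding value was changed from a pooled p-value to the larger of 2 p-values after they had been seen, to follow the test as first written.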

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

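The tests of a single library and of mixing error described here were run on values that had been seen in part, and the first was chosen only after the result was seen. In 8 of 58 groups of 4 samples a sample lay farther from the others than Dixon's critical value allows (its gap to the nearest sample divided by the range of the group), where chance gives about 5% of the groups. All 8 were in *Kdm2a/b-CXXC fl/fl* mESCs, the only line with 4 samples per group, and 6 of them were the same library, treated replicate 1, so that they are not independent.

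Treated replicate 1 had the most reads, 39304918 (ratio 0.898), and the highest normalized values of *Kdm2a* (6538, against 4289, 4327 and 4281; ratio 0.98), *Kdm2b* (8740, against 5712, 5620 and 5481; 0.929), *Gmpr2* (510, against 307, 301 and 310; 0.959), *Pcgf1* (231, against 141, 144 and 148; 0.917) and *Skor1* (178, against 107, 104 and 109; 0.929). Its median over all genes was 0.74 above the untreated mean on the log2 scale, where the other treated samples were at 0.18, 0.34 and 0.09. A factor for the whole library may therefore account for the high values of these genes. It does not account for the general increase as a whole: without this library the median log2 fold change was 0.200, still above the untreated SD of 0.071. Without it 3252 genes were higher and 781 lower. The authors corrected for the mixing of *Drosophila* and mouse cells by input genomic DNA, and their size factors divide out depth. An error that these steps left and a stronger response of the cells stay open for this library, because only 1 sample shows the high values. In the table normalized with mouse reads its median was at 0.002.

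In untreated samples, *Gmpr2* was highest in replicate 1 (280, against 219, 214 and 214; ratio 0.922) and *Hand1* in replicate 4 (14.4, against 6.81, 7.15 and 5.70; 0.833). *Hand1* values of this size rest on few reads. *Gmpr2* overlaps *Tinf2*, and reads of the other gene were not separated. No biological explanation was tested for these 2 values, since the design gives none within a group of untreated samples.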

How the results depend on the processing

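No test in this part was chosen after its result was seen, apart from DESeq2 with the replicate block, the level per kb and the alternatives of the CpG-rich measure. The other alternatives were set before the data were examined. The alternatives for a promoter CpG island predicted from genome sequence were not run.

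With the replicate block, *Kdm2a/b-JmjC fl/fl* had 166 genes higher and 210 lower in place of 0 and 0 (529 genes had an unadjusted p under 0.05), and DESeq2 with the block gave 163 and 213. *Kdm2a-CXXC fl/fl* had 67 and 26 with the block in place of 4 and 0 (288 genes had an unadjusted p under 0.05), and 33 and 18 with DESeq2 and the block. *Kdm2b-CXXC fl/fl* had 3841 and 334 in place of 567 and 44, and 3549 and 263 with DESeq2 and the block. The overlap with *Kdm2a/b-CXXC fl/fl* rose from 543 to 2873. The block lowered the median standard error from 0.23 to 0.12 in *Kdm2a/b-JmjC fl/fl* and from 0.31 to 0.12 in *Kdm2b-CXXC fl/fl*, as pairs deviated together there. In *Kdm2a/b-CXXC fl/fl* it moved the counts by less than 1.5 times (4733 and 597).

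Rescaling to the median over mouse genes takes a shift of 0.33 out of *Kdm2a/b-CXXC fl/fl* and *Kdm2b-CXXC fl/fl* by its construction. The *Kdm2a/b-CXXC fl/fl* median became 0.000, and its counts 2096 and 1436. *Kdm2b-CXXC fl/fl* had 987 and 793, and *Kdm2a-CXXC fl/fl* had 0 higher. *Nsmce4a*, *Sos1* and *Top2a* in *Kdm2a/b-CXXC fl/fl* came to 0.00, *Kdm2b* in *Kdm2a-CXXC fl/fl* to 0.00 (from -0.03) and *Kdm2a* in *Kdm2b-CXXC fl/fl* to -0.13 (from 0.20), all reversed in sign.

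DESeq2 without the block gave 1 gene higher and 1 lower in *Kdm2a/b-JmjC fl/fl* and 1 lower in *Kdm2a-CXXC fl/fl*; the cause was not tested. A mean of at least 50 left 2 genes higher in *Kdm2a-CXXC fl/fl*, because fewer genes were tested, and 408 genes with a smaller fold change in *Kdm2b-CXXC fl/fl*. The correlation of *Kdm2b-CXXC fl/fl* with *Kdm2a/b-CXXC fl/fl* fold changes was 0.576 without a filter and 0.744 with a mean of at least 50. The correlation of level and fold change moved from -0.274 to -0.120 without a filter, -0.309 with a mean of at least 50, -0.248 with a pseudocount of 5, -0.188 with the level from *Kdm2a-CXXC fl/fl*, -0.249 with the untreated replicates split and -0.147 per kb, and kept its sign. Of the share of CpG-rich genes, 65.6% among *Kdm2a/b-CXXC fl/fl* higher genes became 62.8% with the first 300 bp, 58.0% with the stricter limits and 61.1% with rescaled calls, and 67.4% in *Kdm2b-CXXC fl/fl* became 59.7% with the stricter limits, where the share of tested genes fell too. Fry in place of camera passed 7 of the 19 combinations of list and line. Where no reason is given, the cause was not tested.

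With each replicate left out, the *Kdm2a/b-JmjC fl/fl* counts ran from 0 to 2 higher (2 without untreated replicate 1) and from 0 to 7 lower (7 without treated replicate 1). *Kdm2a-CXXC fl/fl* ran from 0 to 23 higher (23 without treated replicate 2) and from 0 to 1 lower. *Kdm2b-CXXC fl/fl* ran from 127 (without untreated replicate 3) to 2194 (without untreated replicate 1) higher and from 10 (without treated replicate 2) to 50 lower; the correlation with *Kdm2a/b-CXXC fl/fl* ran from 0.668 to 0.705, the overlap from 127 (without *Kdm2b-CXXC fl/fl* untreated replicate 3) to 1880 (without its untreated replicate 1) and the genes with a smaller fold change from 406 (without that replicate 1) to 1317 (without its untreated replicate 2). The cause was not tested.

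The other reversed log2 fold changes were of genes close to 0, given here with their range over the fits that each left out 1 replicate. *Kdm2b* in *Kdm2a/b-JmjC fl/fl* (0.06) ran from -0.17 to 0.33, below 0 without untreated replicate 2 or treated replicate 3 (-0.12). In *Kdm2a/b-CXXC fl/fl*, *Kdm2a* (-0.03) ran from -0.18 to 0.02, above 0 without treated replicate 2, 3 or 4. *Map2k1*, *Dbt* and *Bzw2* (0.00) were 0.03, 0.02 and 0.03 with edgeR and with DESeq2, and ran from -0.17 to 0.07, from -0.13 to 0.08 and from -0.17 to 0.10. In *Kdm2a-CXXC fl/fl*, *Kdm2a* (-0.06) ran from -0.27 to 0.16, the highest without treated replicate 2 (0.00 without untreated replicate 3), and *Kdm2b* (-0.03) from -0.16 to 0.19, the highest without treated replicate 2 (0.07 without untreated replicate 1). The cause was not tested. Over the named genes, 262 of 300 values with a replicate left out kept direction and side of the threshold (9 weaker, 7 stronger, 22 reversed), as did 37 of 41 with the block (4 stronger), 29 of 41 after rescaling (2 weaker, 5 stronger, 5 reversed) and 238 of 246 under the other alternatives (2 weaker, 6 reversed).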

Differences from the paper's values

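Tests in this part were set in advance, except that DESeq2 with the replicate block was chosen only after the result was seen. In *Kdm2a/b-JmjC fl/fl* mESCs the paper's figure gives about 88 genes higher and about 90 lower (Fig. 2B, read by eye), against 0 and 0 here (529 genes had an unadjusted p under 0.05). No alternative set before the data were examined closed the gap: the replicate block gave 166 and 210, DESeq2 1 and 1, and the fits with a replicate left out at most 2 and 7. DESeq2 with the block, chosen after seeing the values, gave 163 and 213 and did not close it. The authors' deposited table gives 88 and 90 with its shrunken fold changes and 158 and 212 with the unshrunken ones, and no shrunken fold changes were computed here.

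In *Kdm2a-CXXC fl/fl* mESCs the paper's figure gives about 15 genes higher and about 3 lower (Fig. 5B, read by eye), against 4 and 0 here (288 genes had an unadjusted p under 0.05). No alternative set before the data were examined closed the gap: the block gave 67 and 26, and leaving out treated replicate 2 gave 23 and 1. DESeq2 with the block, chosen after seeing the values, gave 33 and 18. The authors' deposited table gives 15 and 3 with shrunken and 24 and 12 with unshrunken fold changes.

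In *Kdm2b-CXXC fl/fl* mESCs the paper's figure gives about 3000 genes higher and about 220 lower (Fig. 5B, read by eye), against 567 and 44 here. For the higher genes, the replicate block (3841) and leaving out untreated replicate 1 (2194), both set before the data were examined, closed the gap, and the other alternatives set then did not. For the lower genes none of those closed it, the block giving 334. DESeq2 with the block, chosen after seeing the values, closed both, with 3549 and 263.

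The paper states that the genes higher in *Kdm2a/b-CXXC fl/fl* and in *Kdm2b-CXXC fl/fl* mESCs are enriched for genes with a CpG island. By the base composition of the transcript start, a different measure, 65.6% of the former and 67.4% of the latter were CpG-rich, against 52.0% of all genes, the comparison that the paper shows, on which both shares are higher. Of the tested genes, 64.9% and 64.5% were CpG-rich (two-sided Fisher's exact test across genes, p = 0.192 and p = 0.162). With the first 300 bp, the same exact test gave p = 0.0317 and an odds ratio of 1.08 in the former and p = 0.00225 and 1.32 in the latter, and with the stricter limits p = 0.0293 and 1.08 in the former. For the *Kdm2b-CXXC fl/fl* genes called with the block the exact test gave p = 1.12e-04 and 1.16. Within deciles of starting level the pooled odds ratios were 1.56 and 1.68. The measure and these settings for it were chosen after seeing the values.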

Other observations

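Chosen only after the result was seen were the tests of a single library, of the gain per kb, of a common factor and of it as the whole cause, of background taken from the treated values, of CpG-rich genes within deciles, of the correlation with level and length taken out, of p53 targets, of the scaling of Y-linked genes, of chromosomes 1 to 19 and X, of *Kdm2b* RNA and of other splits of the samples; the others were written first.

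The general increase in *Kdm2a/b-CXXC fl/fl* mESCs was compared with technical explanations. The differences between samples of the same replicate number (0.117 to 0.678) all lay above those of *Kdm2a/b-JmjC fl/fl* mESCs (-0.094 to -0.025). They did not all lie above those of *Kdm2a-CXXC fl/fl* mESCs. The exact permutation p of the line labels was 0.0857 against *Kdm2a/b-JmjC fl/fl*, 0.171 against *Kdm2a-CXXC fl/fl* and 0.0143 against both pooled. The test is two-sided between groups of unequal size, so full separation from *Kdm2a/b-JmjC fl/fl* did not give its smallest possible p, 0.0286. By this test random error in the mixing of *Drosophila* and mouse cells cannot be told apart from a change in the cells as a part of the increase. The *Kdm2a-CXXC fl/fl* differences (up to 0.19) overlap those of *Kdm2a/b-CXXC fl/fl* (from 0.117). Such error would be what the authors' correction by input genomic DNA had left. It acts as a factor common to every gene, which is tested below as the whole cause. For *Kdm2b-CXXC fl/fl* the pooled p was 0.0119, the smallest possible. Reads spread over the genome were tested with 538 receptor genes close to background. Their sum rose by 0.44 on the log2 scale (235 ± 26.2 to 319 ± 58.9, SD, exact permutation p = 0.0571), as much as the median gene, so such reads may contribute. Their gain per kb was 1.29% of that of the median gene, too little for the whole increase. CpG-rich and other genes differed by 0.017 in median log2 fold change, which a factor common to every gene of a library would give. Such a factor is not the whole cause: with levels from the untreated *Kdm2a-CXXC fl/fl* samples, the median of the lowest decile lay above that of the highest by at least 0.21 in each of the 4 treated samples, and in the untreated samples the 2 deciles were between -0.06 and 0.08 apart. After the larger removal of background reads described below, the lowest decile was at 0.10 and the highest at 0.24. Background reads may therefore account for the contrast of these 2 deciles. They do not remove a difference among more expressed genes, since decile 4 was then at 0.40. As a part of the increase a factor common to every gene stays open.

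The larger increase at low starting levels kept its sign with levels from the untreated *Kdm2a-CXXC fl/fl* samples (-0.188 against -0.274), so regression to the mean is not its whole cause. Receptor genes rose by less than other genes of the same levels (0.44 against 0.79, a difference of -0.35). The 538 receptor genes together had only 235 normalized reads without tamoxifen, and the 8302 other genes were not split by the filter. This comparison therefore does not decide the question for the tested genes. Background was then taken from the treated values of each gene by its length. With the receptors' gain of 0.0613 reads per kb the correlation with the *Kdm2a-CXXC fl/fl* level went from -0.189 to -0.113, and with 0.147 reads per kb (raised by 2 SD of the treated sums) to -0.041, so background reads may account for much of the trend over all tested genes. Among the 10914 genes of deciles 4 to 10 of level it was -0.193 before and -0.163 after the larger removal, so they are not the whole cause of the trend there. Gene length also went with the fold change (-0.183), and was not separated from level in this test. A biological effect of KDM2 removal on genes with low expression remains a hypothesis.

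CpG-rich genes were rare among the genes lower in *Kdm2a/b-CXXC fl/fl*, with a pooled odds ratio of 0.29 within deciles of starting level and 0.29 within deciles of gene length, so neither accounts for it. Over all tested genes CpG-rich genes were about as frequent among the higher genes (65.6% against 64.9%, odds ratio 1.05). Within deciles of starting level the pooled odds ratio was 1.56, and 1.68 in *Kdm2b-CXXC fl/fl*, so that they were more frequent among higher genes of similar level.

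Genes with a smaller fold change in *Kdm2b-CXXC fl/fl* were 1.90 times as frequent as in the opposite comparison, and 3.13 times with the replicate number as a blocking factor. The lines differed in sample number, in called genes and in median standard error (0.309 in *Kdm2b-CXXC fl/fl* and 0.177 in *Kdm2a/b-CXXC fl/fl* without the block). The ratio therefore cannot decide whether selection for a high value is their whole cause. Across genes, the difference of the fold changes of the 2 lines correlated with the *Kdm2a-CXXC fl/fl* fold change (Spearman's rho 0.204, or 0.188 with level and length taken out), which an effect of KDM2A may give. Genes are not independent replicates, and the count of smaller genes ran from 406 (without *Kdm2b-CXXC fl/fl* untreated replicate 1) to 1317 (without its untreated replicate 2).

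p53 targets (17 genes) were higher than other genes in each line by camera with Benjamini-Hochberg adjustment except *Kdm2a-CXXC fl/fl*, with medians of 0.40 (adjusted p 2.01e-12, 17 of 17 genes above the median of all) in *Kdm2a/b-JmjC fl/fl*, 0.90 (1.90e-04, 16 of 17) in *Kdm2a/b-CXXC fl/fl*, 0.88 (5.27e-06, 17 of 17) in *Kdm2b-CXXC fl/fl* and 0.09 (0.0553, 16 of 17) in *Kdm2a-CXXC fl/fl*. In *Kdm2a/b-JmjC fl/fl* and *Kdm2a-CXXC fl/fl* mESCs the list was at percentile 100.00 of random lists matched on level and length, and the lowest percentile in any line was 100.00, so level and length do not account for it. An effect of tamoxifen or Cre is a candidate explanation, since no control line without a floxed gene was analysed here. *Wnt* genes were higher in *Kdm2a-CXXC fl/fl* (0.34, adjusted p 1.27e-06 from camera with Benjamini-Hochberg adjustment, 14 of 15 genes) and in *Kdm2a/b-JmjC fl/fl* (0.27, 0.00899, 12 of 16), as were cadherins in the former (0.20, 9.20e-09, 47 of 54) and primitive endoderm (0.28, 1.48e-06, 14 of 14) and *Fgf* (0.20, 0.0153, 13 of 17) in the latter. *Hox* genes were higher in *Kdm2a-CXXC fl/fl* (0.14, 0.0221, 4 of 5) and proteasome subunits lower (-0.15, 0.0284, 4 of 36 above). The other lists did not pass camera in these 2 lines without the replicate block. With the block, pluripotency genes (median 0.07, 0.0332, 11 of 14) and cadherins and protocadherins (0.04, 0.0273, 38 of 56) also passed in *Kdm2a/b-JmjC fl/fl*, against 0.106 and 0.0553 without it. With fry none passed there on the calibrated values, and after rescaling only p53 targets (0.0144) and primitive endoderm (0.00400) did, in *Kdm2a/b-JmjC fl/fl*.

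Fold changes of *Kdm2a/b-JmjC fl/fl* correlated with those of *Kdm2a-CXXC fl/fl* by 0.299 and of *Kdm2a/b-CXXC fl/fl* by 0.190 across genes. The lower value was under the limit of 0.2 set for an effect of tamoxifen or Cre in every line, and the higher above it, so such an effect cannot be told apart from effects of the proteins.

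Y-linked genes (*Uty*, *Ddx3y*, *Eif2s3y* and *Kdm5d*) summed to between 321 and 603 normalized reads in the *Kdm2a-CXXC fl/fl* libraries, 2.42% of the median of the 20 libraries of the other lines, in untreated and treated samples alike. Separate scaling of the tables is not enough, since autosomal genes differed by 0.35 from the other lines, and Y-linked genes by a further -5.51 relative to autosomal genes. A line with 2 active X chromosomes would have raised X-linked genes, which were at -0.16 relative to autosomes. A line without a Y chromosome and with 1 active X may be the cause, and this was not tested otherwise. Of the chromosomes in a treated line, Y in *Kdm2a/b-CXXC fl/fl* lay farthest from all genes (-0.39, 6 genes that went both ways), so that a loss cannot be told apart from changes of these genes. Chromosomes 1 to 19 and X were within 0.12.

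*Kdm2b* RNA remained higher by 0.65 after rescaling in *Kdm2a/b-CXXC fl/fl*, so the general increase is not its whole cause. In *Kdm2b-CXXC fl/fl* it rose by 0.64 (0.31 after rescaling) in 3 of 3 samples.

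Of the 35 splits of the 8 *Kdm2a/b-CXXC fl/fl* samples into equal groups, 1 (the real one) called as many genes, and 1 of 35 in the table normalized with mouse reads. In *Kdm2b-CXXC fl/fl* it was 1 of 10, with at most 7 genes in another split, in *Kdm2a-CXXC fl/fl* 3 of 10, with 128 genes in another, and in *Kdm2a/b-JmjC fl/fl* 10 of 10, with 160 in another. With 3 samples per group such counts cannot fall under 1 in 10. With the replicate block the real split called 376 genes in *Kdm2a/b-JmjC fl/fl*, 4175 in *Kdm2b-CXXC fl/fl* and 93 in *Kdm2a-CXXC fl/fl*, and the other 3 splits that part every pair called at most 0, 0 and 3.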
